# Expression of *Vitis amurensis NAC26* in Arabidopsis enhances drought tolerance by modulating jasmonic acid synthesis

**DOI:** 10.1093/jxb/erw122

**Published:** 2016-05-07

**Authors:** Linchuan Fang, Lingye Su, Xiaoming Sun, Xinbo Li, Mengxiang Sun, Sospeter Karanja Karungo, Shuang Fang, Jinfang Chu, Shaohua Li, Haiping Xin

**Keywords:** Drought stress, JA biosynthesis, ROS, transcriptional regulation, *VaNAC26*, *Vitis amurensis*.

## Abstract

The growth and fruit quality of grapevines are widely affected by abnormal climatic conditions such as water deficits, but many of the precise mechanisms by which grapevines respond to drought stress are still largely unknown. Here, we report that *VaNAC26*, a member of the NAC transcription factor family, was upregulated dramatically during cold, drought and salinity treatments in *Vitis amurensis*, a cold and drought-hardy wild *Vitis* species. Heterologous overexpression of *VaNAC26* enhanced drought and salt tolerance in transgenic Arabidopsis. Higher activities of antioxidant enzymes and lower concentrations of H_2_O_2_ and O_2_^−^ were found in *VaNAC26*-OE lines than in wild type plants under drought stress. These results indicated that scavenging by reactive oxygen species (ROS) was enhanced by *VaNAC26* in transgenic lines. Microarray-based transcriptome analysis revealed that genes related to jasmonic acid (JA) synthesis and signaling were upregulated in *VaNAC26*-OE lines under both normal and drought conditions. VaNAC26 showed a specific binding ability on the NAC recognition sequence (NACRS) motif, which broadly exists in the promoter regions of upregulated genes in transgenic lines. Endogenous JA content significantly increased in the *VaNAC26*-OE lines 2 and 3. Our data suggest that *VaNAC26* responds to abiotic stresses and may enhance drought tolerance by transcriptional regulation of JA synthesis in Arabidopsis.

## Highlight

*VaNAC26*, a member of the *NAC* gene family from the wild species *Vitis amurensis*, plays an important role in drought tolerance by positively modulating jasmonic acid synthesis and enhancing the antioxidant system.

## Introduction

Grapevine (*Vitis* species) is a deciduous woody perennial cultivated throughout the world across arid and semi-arid areas. The yield and berry quality of grapevines depends on vine adaptability to water deficits in water-limited environments. Regulated water deficit stress is widely used as part of viticulture management to balance vegetative and reproductive growth for improving berry quality (Lovisolo *et al.*, 2010). Moreover, most wine grapes are grown in regions with a Mediterranean climate where little rainfall is received during the growing season. Understanding the regulatory mechanisms underlying water deficit stress could inform the use of agronomic practices to improve grape productivity and quality (Romero *et al.*, 2012).

Mechanisms relating to how plants respond to drought stress have been widely studied in model plants such as Arabidopsis and rice (Kuromori *et al.*, 2014; Nakashima *et al.*, 2014). Drought stress activates the expression of a series of stress-related genes, especially transcription factors (TF). Depending on the involvement of abscisic acid (ABA), the drought-related transcriptional regulatory network can be divided into two main groups, an ABA-dependent and an ABA-independent pathway. TFs that belong to the AREB/ABF, MYB, MYC and NAC groups represent the major ABA-dependent pathway, while DREB, NAC and HD-ZIP TFs represent the major ABA-independent drought signal transduction pathway (Shinozaki and Yamaguchi-Shinozaki, 2007; Kuromori *et al.*, 2014). These TFs regulate the expression of downstream genes, which establish drought-stress tolerance in plants (Kuromori *et al.*, 2014).

NAC [*N*o apical meristem (NAM), *A*rabidopsis transcription activation factor 1/2 (ATAF 1/2), *C*UP-SHAPED COTYLEDON 2 (CUC 2)] proteins belong to a plant-speciﬁc transcription factor superfamily (Olsen *et al.*, 2005). *NAC* family genes contain a conserved sequence known as the DNA-binding NAC-domain in the N-terminal region and a variable transcriptional regulatory C-terminal region (Olsen *et al.*, 2005). NAC proteins have been reported to be associated with diverse biological processes, including development (Hendelman *et al.*, 2013), leaf senescence (Liang *et al.*, 2014) and secondary wall synthesis (Zhong *et al.*, 2006). In addition, a large number of studies have demonstrated that NAC proteins function as important regulators in various stress-related signaling pathways (Puranik *et al.*, 2012). The involvement of *NAC* TFs in regulation of a drought response was first reported in Arabidopsis. The expression of *ANAC019*, *ANAC055* and *ANAC072* was induced by drought and their overexpression significantly increased drought tolerance in transgenic Arabidopsis (Tran *et al.*, 2004). Following this study, a number of drought-related *NAC* genes have been identified in various species, such as *OsNAP* in rice (Chen *et al.*, 2014), *TaNAC69* in wheat (Xue *et al.*, 2011), and *ZmSNAC1* in maize (Lu *et al.*, 2012). This improved drought tolerance was found to partly result from regulation of the antioxidant system machinery. *OsNAP* was reported to decrease H_2_O_2_ content, and many other *NAC* genes (e.g. *NTL4*, *OsNAC5*, *TaNAC29*) have been found to regulate the antioxidant system (by increasing antioxidant enzymes or reducing levels of reactive oxygen species, ROS) under drought stress in different species (Song *et al.*, 2011; Lee *et al.*, 2012; Huang *et al.*, 2015). Moreover, several drought-related *NAC* genes have also been reported to be involved in phytohormone-mediated signal pathways, such as those for ABA, jasmonic acid (JA), salicylic acid (SA) and ethylene (Puranik *et al.*, 2012). For example, *ANAC019* and *ANAC055* were induced by ABA and JA, while *SiNAC* was identified as a positive regulator of JA and SA, but not ABA, pathway responses (Tran *et al.*, 2004; Puranik *et al.*, 2012).

In grapevines, the physiological and biochemical responses to drought stress have been primarily investigated with respect to such aspects as photosynthesis protection, hormonal variation and metabolite accumulation (Stoll *et al.*, 2000; Hochberg *et al.*, 2013; Meggio *et al.*, 2014). Transcriptomic, proteomic and metabolomic profiles have also been investigated in grapevines under water deficit conditions (Cramer *et al.*, 2007; Vincent *et al.*, 2007). Several TFs, such as *CBF* (*VvCBF1/2/3*), *ERF* (*VpERF1/2/3*) and *WRKY* (*VvWRKY11*) have been shown to respond to drought stress but the regulatory mechanisms remain elusive (Xiao *et al.*, 2006; Liu *et al.*, 2011; Zhu *et al.*, 2013). The involvement of *NAC* TFs in regulation of the stress response has also been detected in grapevines, and two stress-related *NAC* genes have been cloned, including *VpNAC1* from *V. pseudoreticulata* and *VvNAC1* from *V. vinifera*. *VpNAC1* was regarded as a positive regulator in the fungal-stress response (Zhu *et al.*, 2012), while *VvNAC1* was reported to be involved in both organ development and biotic and abiotic stress responses (Le Hénanff *et al.*, 2013).

In our previous study, a total of 74 *NAC* genes were identified from the 12× *V. vinifera* ‘Pinot Noir’ genome (Wang *et al.*, 2013). Among them, *VvNAC26* showed the greatest changes in expression under water deficit, cold temperature, and high salinity stresses in public microarray data. We cloned the coding sequence (CDS) of *VaNAC26* from *V. amurensis* (a cold- and drought-hardy *Vitis* species; Xin *et al.*, 2013; Su *et al.*, 2015). qRT-PCR results showed significantly increased transcription levels of *VaNAC26* under low temperature, drought, and high salinity treatments. Transgenic plants with heterologous overexpression of *VaNAC26* in Arabidopsis were generated, and the possible roles of *VaNAC26* during abiotic stresses were evaluated. At the same time, physiological and transcriptomic changes in transgenic plants under drought stress were carefully analysed. The data reported here suggest that *VaNAC26* responds to abiotic stresses and may enhance drought tolerance by transcriptional regulation of JA synthesis in Arabidopsis.

## Materials and methods

### Plant material and growth conditions

Tissue culture plantlets of *V. amurensis* [collected from Changbai Mountain (43^o^ N) in Jilin province, Northeastern China] were grown on 1/2 B5 medium (Gamborg *et al.*, 1968) with 30g L^−1^ sucrose, 0.2mg L^−1^ IAA, 0.7% agar, and 0.058% 2-(N-morpholino) ethanesulfonic acidhydrate (MES) in a growth chamber (16-h light / 8-h dark) at a constant temperature of 26 ^o^C. Plantlets with five well-developed leaves were subjected to abiotic stresses.

*Arabidopsis thaliana* ecotype Columbia (Col-0) was used in both wild type (WT) and transgenic experiments. Plants were grown in soil in a greenhouse with 16-h white fluorescent light (120 μmol m^–2^ s^–1^) / 8-h dark photoperiod at 22 ^o^C.

### Coding region and phylogenetic analysis of *VaNAC26*

The coding region of *VaNAC26* in *V. amurensis* was cloned based on annotated transcripts of GSVIVT01019952001 in the 12× *V. vinifera* ‘Pinot Noir’ genome (quasi-homozygous line PN40024, http://www.phytozome.net). The deduced amino acid sequences of VaNAC26 were used for searching homologous proteins by the BLASTp program in the GenBank database (http://www.ncbi.nlm.nih.gov/). Multi-alignment of VaNAC26 with five NAC proteins in Arabidopsis was performed by using DNAMAN software (http://www.lynnon.com/). A phylogenetic tree was constructed by the neighbor-joining (NJ) method using the MEGA5 program with Poisson-corrected distances, with 1000 bootstrap replicates.

### Subcellular localization of VaNAC26

To construct a *VaNAC26*::eGFP vector, the ORF sequence of the *VaNAC26* gene without terminator code TGA was cloned into the pCAMBIA1302 vector at BGLII/SpeI to obtain a fusion vector. After sequencing confirmation, the construct and empty vectors were transiently transformed into *Nicotiana benthamiana* leaves according to a previous protocol (Sheludko *et al.*, 2007). Infected cells of the lower epidermis of transformed leaves were analysed at 72h after inoculation. Confocal imaging was performed using a FLUOVIEW FV1000 laser scanning confocal microscope (Olympus, Japan). Post-acquisition processing of images was done using the Zeiss FV1000 Viewer 3.0 software (Olympus, Japan). GFPuv was excited at 488nm and emitted through a 505–550nm bandpass filter. DAPI was excited at 405nm and emitted at 500–600nm.

### Transactivation assay of VaNAC26

The different coding region sections of *VaNAC26* were sub-cloned into the GAL4 DNA-binding domain of the pGBKT7 vector including the predicted DB domain (DNA binding) and AD domain using the in-fusion HD Cloning kit (Clontech Laboratories, Inc., USA) to produce seven plasmids of pGBKT7-*VaNAC26*a-g (Clontech Laboratories, Inc.,USA). Y2HGold yeast cells harboring pGBKT7-*VaNAC26*a-g were streaked on SD/-Trp and SD/-His/-Ade media in plates to observe yeast growth at 30 ^o^C for 3–4 d. A stained assay was performed by adding 20mg L^−1^ X-α-gal into SD/-His/-Ade medium.

### Abiotic stresses and chemical treatment of grapevine plantlets

For the low-temperature treatment, grapevine plantlets were transferred to another chamber with the same light/dark periods as above with a constant temperature of 4 ^o^C. For drought, salt, and ABA treatments, the plantlets were transferred to liquid medium with an additional 6% polyethylene glycol (PEG) 6000 (–0.2MPa), 100mM NaCl (−0.45MPa), or 100 μM ABA, respectively. The shoot apex with one well-developed leaf was harvested from three independent replicates of each treatment at 2, 4, 8, 24, and 48h after initiating treatments. Untreated leaves were collected before each treatment was initiated and are indicated as 0h samples. All samples were frozen in liquid nitrogen and stored at −80 ^o^C for subsequent total RNA isolation and real-time RT-PCR analyses.

### Overexpression of *VaNAC26* in Arabidopsis

The full-length cDNA of *VaNAC26* was sub-cloned into the pCAMBIA 1301s vector promoted by the CaMV35S promoter. The constructs were transferred into *Agrobacterium tumefaciens* GV3101, and then used to transform Col-0 Arabidopsis using the ﬂoral dip method described by Clough and Bent (1998). Seeds of the T0 and T1 generation were screened on MS agar medium (Murashige and Skoog, 1962) containing 50mg L^−1^ hygromycin (HPT). Positive transgenic plants were selected according to their segregation ratio (resistant:sensitive = 3:1) on HPT-containing medium, and were confirmed by genomic PCR. The T3 generation transgenic lines that displayed 100% resistance to HPT were considered homozygous, and thus were harvested individually for further analyses.

### Drought and salt tolerance assays of transgenic Arabidopsis

For drought and salt tolerance assays, three T4 generation transgenic lines (OE-1, 2 and 3) and wild type Arabidopsis were used. For the drought treatment, seedlings of *VaNAC26*-OE lines and WT were grown in soil at 22 ^o^C for 21 d. After irrigation, the phenotypes of each plant were observed during the following 10 d without watering. Then, plants were re-watered and recovered for 3 d. The drought treatment experiments were repeated six times for transgenic lines and wild type Arabidopsis with ten plants in each repeat, and soil water content was measured using a soil moisture recorder (L99-TWS-1, Fotel, China) at designated time intervals throughout the drought period. The final survival rates of both transgenic and WT plant were calculated. Fully expanded leaves were collected at specified days after drought treatment for both transgenic and WT plants for subsequent microarray, real-time RT-PCR, and physiological index determinations.

For salt tolerance analyses, three transgenic lines and wild type Arabidopsis were germinated on Petri dishes (90mm) on MS solid medium (at least 100 seeds for each line). After 7 d, the germinated seedlings were transferred to solid MS medium with 120mM NaCl for the following 15 d. The survival rates of each line were calculated based on three replicates.

### RNA extraction and reverse transcription

Total RNA was extracted from 100mg samples comprised of the shoot apex with one young fully expanded leaf using Column Plant RNAout 2.0 (Tiandz Inc., Beijing, China). To remove contaminating DNA, 10 µg total RNA was treated with RQ1 DNase (Promega, Madison, Wisconsin, USA). First-strand cDNA was synthesized from DNase-treated RNA using Superscript III reverse transcriptase (Invitrogen, Carlsbad, CA, USA) and diluted 20-fold for real-time PCR analysis.

### Quantitative Real-time PCR

In order to detect the expression pattern of *VaNAC26* in *V. amurensis*, prepared cDNAs from cold, drought, and salt treatments were amplified. The expression levels of *VvActin-7* (GeneBank accession no. XM_002282480) and *VvGADPH* (GeneBank accession no. XM_002263109) were used as reference genes simultaneously. All the primer sequences are listed in Supplementary Table S1 at *JXB* online.

The expression levels of *VaNAC26* in a transgenic Arabidopsis line were detected and cDNAs were generated from 21 d-old leaves of OE-1, 2, 3, and WT. To confirm the expression of putative *VaNAC26* downstream genes in Arabidopsis, cDNAs were generated from leaves of OE lines and WT before drought (0 d) and 5 d after applying the drought treatment. The primer pairs were designed for 11 genes, namely *COR15A* (At2g42540), *PDF1.2* (At5g44420), *PR5* (At1g18250), *LTP3* (At5g59320), *LTP4* (At5g59310), *BMY1* (At4g15210), *SWEET4* (At3g28007), *NATA1* (At2g39030), *MYB47* (At1g18710), *COR414-TM1* (At1g29395), and *14A* (At3g28290). *Actin2* (GeneBank accession no. AK318637) and *UBQ10* (GeneBank accession no. NM_001084884) were used as reference genes. All the primer sequences are listed in Supplementary Table S1.

The qRT-PCR reaction contained 1.0 µL of cDNA, 5.0 µL of 2× SYBR Green Mix (Roche, Basel, Switzerland), 0.4 µL of 10mM primer mix, and 3.6 µL of deionized water. Three biological and three technical replicates were performed for each sample. All qRT-PCR assays were performed on a StepOne Plus real-time PCR Instrument (Applied Biosystems, CA, USA), and the data was analysed using Qbase software.

### Analysis of electrolyte leakage, chlorophyll content, chlorophyll *a* fluorescence, and photosynthetic gas exchange parameters

Electrolyte leakage (EL) and chlorophyll content were measured using leaves from control conditions and from drought treatments at 8 d. EL was determined according to Su *et al.* (2015). Chlorophyll content was measured by dimethyl sulfoxide (DMSO) extraction following a modified method of Wellburn (1994). Chlorophyll *a* fluorescence and photosynthetic gas exchange parameters were determined using leaves from control conditions and from drought treatments at 4 and 7 d. Chlorophyll fluorescence measurements were tested with a portable fluorometer PAM-2500 (Walz, Germany) according to Su *et al.* (2015), and photosynthetic gas exchange parameters were determined using a Li6400 portable photosynthesis system (Li-COR, USA) with a 2×3cm leaf cuvette with a red–blue LED light source as described by De Angeli *et al.* (2013).

### Antioxidant enzymes and lipid peroxidation assay

To extract antioxidant enzymes, leaf samples of about 0.2g were ground and homogenized in 4mL ice-cold sodium phosphate buffer (50mM, pH 7.8) containing 1% polyvinylpyrrolidone. The homogenate was centrifuged at 12 000 *g* for 15min at 4 ^o^C. The supernatants were used as the crude extract for measurement of superoxide dismutase (SOD) (EC 1.15.1.1) and peroxidase (POD) (EC1.11.1.7) activities and the malondialdehyde (MDA) content assay.

The SOD activity was assayed by its ability to inhibit the photochemical reduction of nitro blue tetrazolium (NBT) (Giannopolitis and Ries, 1977). The POD activity was measured based on guaiacol oxidation (Chance and Maehly, 1955). The lipid peroxidation level was assessed by measuring the thiobarbituric acid (TBA)-reactive substances with a lipid peroxidation MDA assay kit (S0131, Beyotime, China).

### *In situ* histochemical localization of H_2_O_2_ and O_2_^−^

*In situ* accumulation of H_2_O_2_ and O_2_^−^ were detected by histochemical staining with diaminobenzidine (DAB) and nitro blue tetrazolium (NBT), respectively. For localization of H_2_O_2_, leaves were sampled and immediately vacuum-infiltrated in DAB solution with a DAB color development kit (P0202, Beyotime, China). For O_2_^−^ detection, another set of leaves were vacuum-infiltrated in a 1mg mL^−1^ NBT solution in 10mM phosphate buffer (pH 7.8). For both DAB and NBT staining, the infiltrated leaves were incubated at room temperature for 8h, and then transferred to 70% ethanol to deplete chlorophyll and visualize the brown and blue spots for H_2_O_2_ and O_2_^−^, respectively.

### Microarray analysis

Leaves from WT and three transgenic lines were collected before and after 5 d of drought stress. An equal amount of leaves from three independent transgenic lines that were harvested on the same day was pooled as OE lines for RNA isolation. Four samples were collected at 10.00h, which included WT 0 d, OE 0 d, WT 5 d and OE 5 d, and each sample was represented by two replicates.

Total RNA was extracted using TRIzol reagent (Invitrogen, USA). Chip hybridization and microarray analysis were performed using Affymetrix Microarray Services (CapitalBio Co., Beijing, China) (Shi *et al.*, 2014). For array hybridization, 200ng of total RNA was used for first-strand and second-strand cDNA synthesis. The cRNA was labelled with a biotinylated ribonucleotide analogue and was fragmented with fragmentation buffer using the MessageAmp™ Premier RNA Amplification Kit (Ambion, #1792, USA). After purification, 12.5 μg of labelled and fragmented cRNA probes were hybridized to the Arabidopsis arrays with the Hybridization, Wash and Stain Kit (Affymetrix, #900720, USA).

The arrays were scanned using a GeneChipR Scanner 3000 (Affymetrix, #3000, USA) (Shi *et al.*, 2014). The identification of differentially expressed genes was based on the fold change >2 or <0.5 with *P*-values <0.05. Pathway enrichment analysis was performed using the Classification SuperViewer Tool (http://bar.utoronto.ca/ntools/cgi-bin/ntools_classification_superviewer.cgi) (Provart and Zhu, 2003). Microarray data have been submitted to the Gene Expression Omnibus (GEO) database (accession number: GSE72050).

### Yeast one-hybrid assay

The NACRS motif (acacgcatgt) and the mutant motif (acacAcaCAC) were synthesized in four repeats. Both sequences were cloned into the bait vector pAbAi according to the procedure described in the MatchmakerTM Gold Yeast One-Hybrid Library Screening System user manual (Clontech, CA, USA). The complete CDS of *VaNAC26* was cloned into the prey vector pGADT7 AD. Then, the yeast strains that contained the bait and prey were cultivated on the SD/-Leu/-Ura/Aureobasidin A (AbA) media (200mg L^−1^ of AbA). The interaction between prey and bait was observed according to the growth of yeast strains.

### Quantification of JA

For WT and transgenic Arabidopsis, leaf tissues (200mg fresh weight) from WT, OE2 and OE3 plants were harvested under normal conditions. For grapevine, the plantlets were transferred to liquid 1/2 MS medium with 6% PEG 6000 to simulate water stress, and 200mg fresh weight of leaves were sampled at 0, 1, and 2 d after initiating water stress. JA was extracted and quantified by LC-MS/MS as described previously by Fu *et al.* (2012).

## Results

### *VaNAC26* contains a typical NAC domain in its N-terminal localized in the nucleus

The CDS of *NAC26* was cloned from *V. amurensis* and named *VaNAC26*. Compared with its homologous genes from ‘Pinot Noir’ (*GSVIVT01019952001*), only two single nucleotide polymorphisms (SNPs) were identified in the CDS of *VaNAC26* (Supplementary Fig. S1). The same deduced amino acid sequences were found in *VaNAC26* and *GSVIVT01019952001*.

The deduced protein sequence of *VaNAC2*6 contained 282 amino acid residues. Based on the multi-alignment of VaNAC26 with five NAC proteins from Arabidopsis, a typical highly conserved NAC domain (from 9 to 134 amino acid residues) was found in its N-terminal region and could be divided into five subdomains (A–E) according to Kikuchi *et al.* (2000) (Fig. 1A). The C-terminal region of VaNAC26 showed no significant similarity to any other members of the NAC family and represented a more variable region. The nuclear localization signal (NLS:PRDRKYP) was identified in the third motif of the NAC domain (Fig. 1A). A phylogenetic analysis was performed between VaNAC26 protein and other NAC domain-containing proteins that have been reported to be stress-related NACs. As shown in Fig. 1B, 24 NAC proteins could be clustered into three subgroups including ATAF, NAP, and NAM subgroups. VaNAC26 belongs to the NAP subgroup and showed highest similarity with AtNAP. VvNAC1, which regulates abiotic and biotic stress tolerances in grapevines, was also classified into this subgroup. NAC proteins that belong to NAP subgroups were found participating in responses to abiotic stresses in several species such as rice (Chen *et al.*, 2014; Liang *et al.*, 2014), grapevine (Le Hénanff *et al.*, 2013) and potato (Xu *et al.*, 2014).

**Fig. 1.**
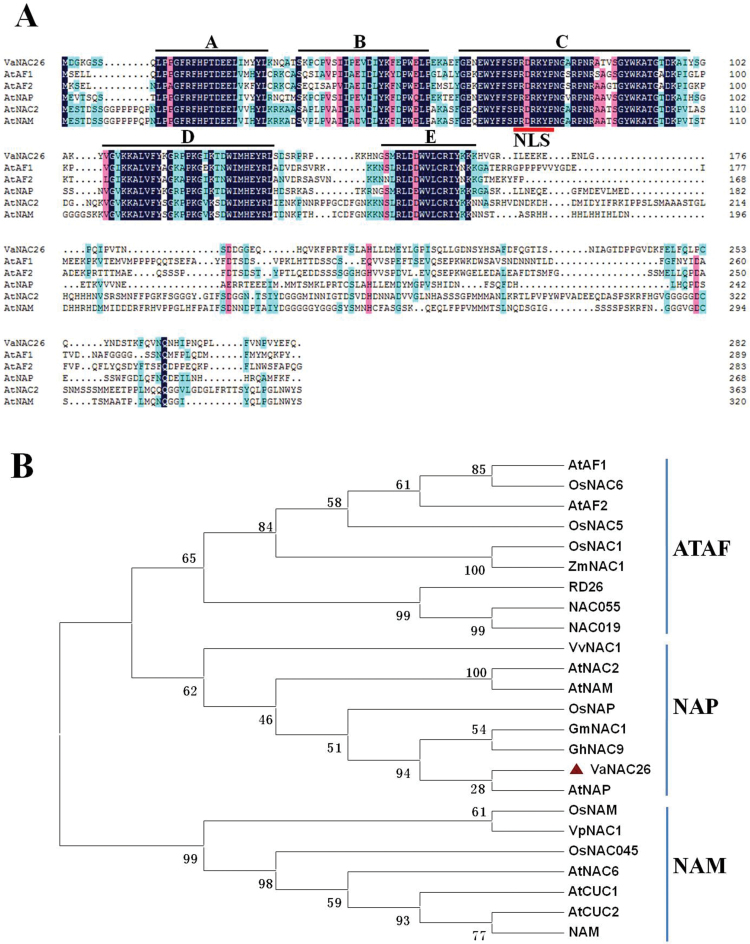
Sequence analysis of VaNAC26. (A) Multi-sequence alignment of VaNAC26 with several typical NAC proteins, including ATAF1 (GenBank accession no. NP_171677), ATAF2 (GenBank accession no. CAA52772), AtNAM (GenBank accession no. AAD17314), AtNAC2 (GenBank accession no. BT004079) and AtNAP (GenBank accession no. AJ222713) from Arabidopsis. Letters (A–E) above the sequences represent five conserved NAC subdomains. NLS represents nuclear localization signal. (B) Phylogenetic relationship between VaNAC26 and homologous proteins and other abiotic stress related NAC proteins. (This figure is available in colour at *JXB* online.)

In order to identify the subcellular localization of VaNAC26, a full-length cDNA of *VaNAC26* was cloned into the pCAMBIA1302 vector under the control of the cauliflower mosaic virus (CaMV) 35S promoter and ligated into BglII/SpeI site of enhanced GFP (eGFP), resulting in an in-frame fusion protein of the VaNAC26::eGFP. The empty vector with only eGFP derived from the 35S promoter was used as a control. 4′, 6-diamidino-2-phenylindole (DAPI) was used during microscopic observation to show the nucleus region. As shown in Fig. 2 (upper panel), the tobacco epidermal cell only expressing GFPs showed cytoplasmic and nuclear staining, while VaNAC26::eGFP fusion protein displayed strong fluorescence in the cell nucleus region, which coincided with the DAPI stain result (Fig. 2, bottom panels). These results indicated that VaNAC26 is localized to the nucleus.

**Fig. 2.**
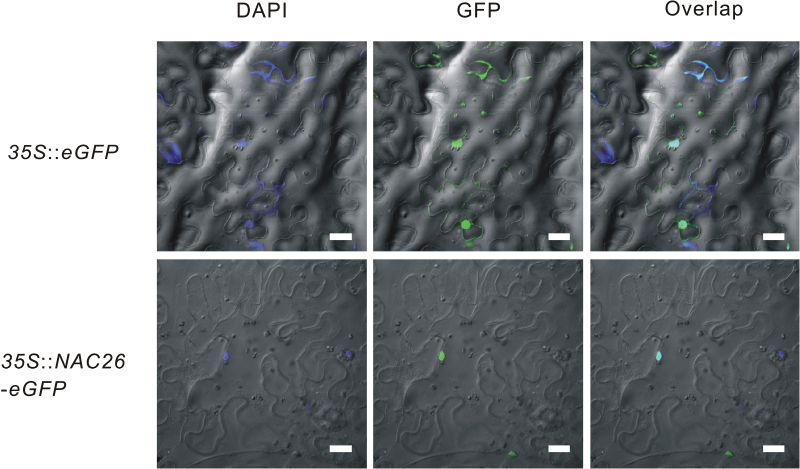
Subcelluar localization of *VaNAC26* in tobacco epidermis. *Nicotiana benthamiana* leaves were transiently infiltrated with *A. tumefaciens* GV3101 containing vectors expressing *35S::eGFP* and *35S::VaNAC26-eGFP*. Confocal images of peeled epidermis were captured 72h after inoculation. DAPI images are shown in the left panels; GFP fluorescence images in the middle panels; and overlap images in the right panels. Scale bars are 20 µm. (This figure is available in colour at *JXB* online.)

### VaNAC26 functions as a transcriptional activator with two activation regions

The function of TFs depends on transcriptional regulation of downstream genes. Typically, NAC proteins share a conserved N-terminal NAC domain (~150 aa) and a divergent C-terminal transcriptional regulatory region (Puranik *et al.*, 2012). To identify the transcriptional activity of VaNAC26, a transient expression assay was performed in yeast using a GAL4-responsive reporter system. A total of six effector plasmids were designed, containing translational fusions between the GAL4-binding domain-coding region and the full part, the putative binding domain, the putative activation domain or the truncated activation domain of VaNAC26 (Fig. 3, left). The empty pGBKT7 vector with the *P53* gene ligated after the GAL4-binding domain-coding region was used as a negative control. Then, the constructs were transformed to Yeast Y2H Gold cells and streaked on SD/-Trp, SD/-His and SD-His/-Ade/X-α-gal plates (Fig. 3, right). The pGBKT7 vector carries the TRP1 nutritional marker to select successfully transformed yeast colonies. Three integrated reporter genes (*ADE2*, *HIS3*, and *MEL1*) were in the Y2HGold yeast strain. Yeast colonies can grow on SD/-His/-Ade dropout medium when *ADE2* and *HIS3* are activated, and when they express *MEL1* they turn visibly blue in the presence of the chromagenic substrate X-α-gal. The full-length and putative activation region of VaNAC26 had activation ability and showed β-galactosidase activity (Fig. 3, b, g). The putative binding domain of VaNAC26, which contained the conserved NAC domain (A–D), did not promote yeast growth on SD/-His medium (Fig. 3, c). In the putative activation regions of VaNAC26, the activation ability was found in two independent regions (Fig. 3, d, f). One was located in the middle of VaNAC26 that contained the conserved NAC domain E (alkaline peptides, Supplementary Table S2), and the other was located near the C-terminal of VaNAC26 (acidic peptides, Supplementary Table S2). Both domains are stable hydrophilic peptides (Supplementary Table S2). These results indicated that VaNAC26 is an active transcriptional activator in yeast and two independent activation domains are located in the middle and C-terminal regions.

**Fig. 3.**
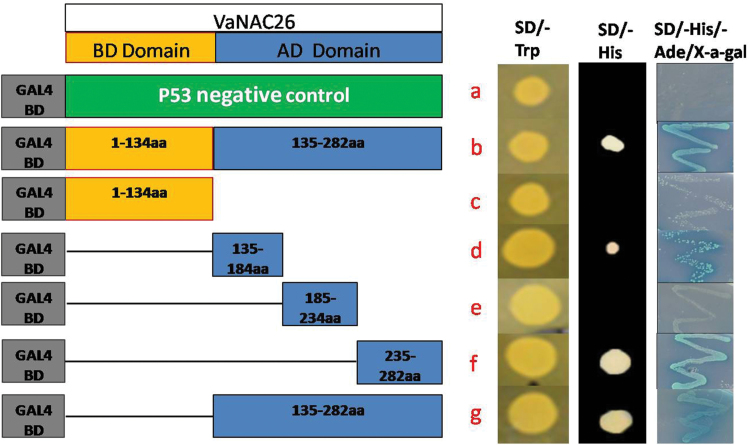
Transactivation assay of VaNAC26 in yeast. The fusion proteins of the GAL4 DNA-binding domain and VaNAC26 were expressed in yeast strain Y2HGold. Truncated VaNAC26 were fused with GAL4 BD (c–g), the vector pGBKT7-*P53* was used as negative control (a) and full-length VaNAC26 was fused with GAL4 BD domain (b). The culture solution of the transformed yeast was streaked on a SD/-Trp solid medium, SD/-His solid plate and SD/-His/-Ade/-X-α-gal medium, as indicated. (This figure is available in colour at *JXB* online.)

### *VaNAC26* showed quick and robust responses to low temperature, drought, and high salinity stresses and exogenous ABA treatment

In our previous work, the public microarray data showed that the expression of *VvNAC26* was highly induced under abiotic stress conditions (Wang *et al.*, 2013). The responses of *VaNAC26* to low temperature, drought, and higher salinity stresses were investigated in this study. Plantlets of *V. amurensis* were exposed to stress conditions and qRT-PCR was performed. As shown in Fig. 4A, low temperature (4 ^o^C) induced *VaNAC26* transcripts in *V. amurensis*, and the highest expression level occurred 24h after the plants were subjected to cold treatment. Under an osmotic stress imitating drought treatment (PEG 6%), *VaNAC26* was upregulated shortly after the plantlets were subjected to water stress (2h), and the expression level increased over 10-fold at 4, 8, 24 and 48h after initiation of the treatment (Fig. 4B). The expression of *VaNAC26* significantly increased in plants only at 4h and 48h after subjecting them to high salinity stress (Fig. 4C). These results indicate that the expression level of *VaNAC26* can be induced quickly and intensively by abiotic stresses. ABA has been widely reported as an essential phytohormone in the regulation of abiotic stress-related signal pathways (Shinozaki and Yamaguchi-Shinozaki, 2007) As shown in Fig. 4D, the expression of *VaNAC26* increased continuously and up to 114.6-fold at 48h after exogenous ABA treatment, which indicated that the response of *VaNAC26* under abiotic stress conditions may be modulated by ABA-related signals.

**Fig. 4.**
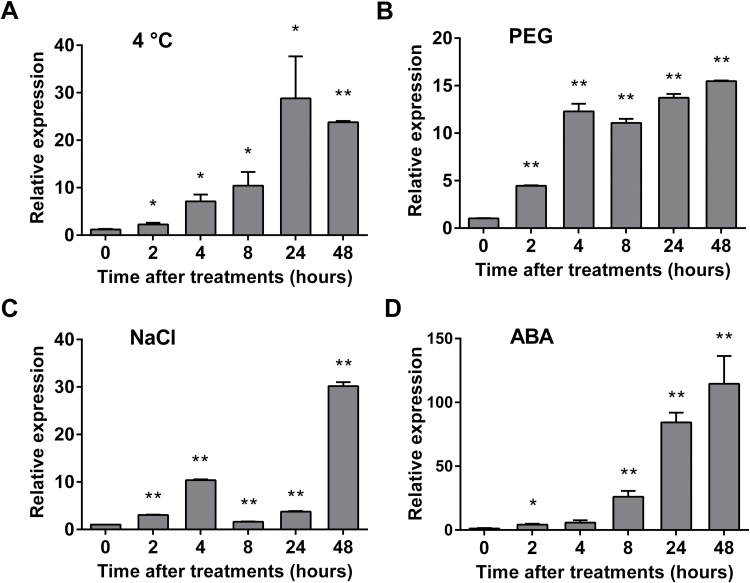
Expression patterns of *VaNAC26* under different stress and chemical treatments. *VaNAC26* relative expression under 4 ^o^C (A), 6% PEG (B), 100mM NaCl (C) and 100 μM ABA (D) treatments. The values represent the mean value ±SE from three replicates. * and ** indicate significant differences in comparison with values at 0h at *P*<0.05 and *P*<0.01 (*t*-test), respectively.

### Heterologous overexpression of *VaNAC26* improved drought and high-salinity tolerances in Arabidopsis

To further investigate the function of *VaNAC26*, the CDS of this gene was transformed into Arabidopsis Col-0 WT plants under the control of the CaMV 35S promoter. The expressions of *VaNAC26* in homozygous T3 lines were confirmed by qRT-PCR (Supplementary Fig. S2). Three transgenic lines named OE-1, 2 and 3 were selected for the following analysis. The transgenic lines showed normal growth compared with WT plants (Supplementary Fig. S2), indicating that the overexpression of *VaNAC26* did not affect the main developmental processes in Arabidopsis.

The seedlings of WT and OE-1, 2 and 3 lines were subjected to low temperature, drought, and high-salinity treatments to investigate the functions of *VaNAC26* during abiotic stress responses. Although the expression of *VaNAC26* dramatically increased under low temperature in *V. amurensis*, no obvious differences were found between WT and transgenic lines when subjected to cold (data not shown). For the drought treatment, plants were grown in the greenhouse for 10 d without irrigation. As shown in Supplementary Fig. S3A, no significant differences were found between WT and the three transgenic lines in soil water content during the entire period of drought treatment, suggesting the intensity of drought stress in WT plants was similar to that of transgenic lines. The leaves of WT plants became yellow and wilted at 10 d (Fig. 5A), and most of them died after re-watering (survival rate: 1.75%; Fig. 5B). The transgenic lines showed greener leaves and a nearly 70% survival rate after re-watering (Fig. 5A, B). For high-salinity tolerance assessment, 7-day-old seedlings of WT and *VaNAC26*-OE lines were transferred to fresh 1/2 MS solid medium containing 120mM NaCl. The growth of most WT seedlings was inhibited, with yellow or white leaves after 7 d of salinity treatment (survival rate: 6% at 15 d of salinity treatment). By contrast, some of the OE-1, 2, and 3 plants continued growing under the high-salinity conditions (Fig. 5C, D). The survival rates of the OE-1, 2, and 3 lines were 24%, 29%, and 34%, respectively, which was significantly higher than that of WT plants (Fig. 5D). These data suggest that overexpression of *VaNAC26* increased the drought and high-salinity tolerances in Arabidopsis.

**Fig. 5.**
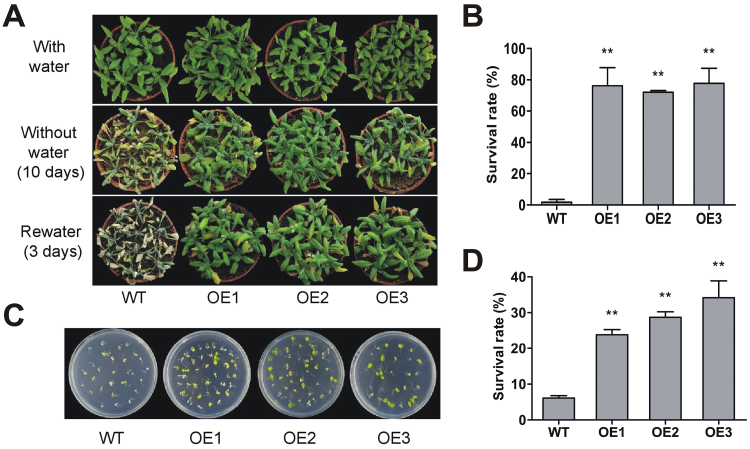
Drought and salt tolerance characterization of 35S::*VaNAC26* Arabidopsis. (A) Drought treatment and recovery of WT and three transgenic lines. (B) Survival rate of Arabidopsis under drought treatment. (C) Salt treatment: WT and three transgenic lines in plates with 1/2 MS medium supplemented with 120mM NaCl. (D) Survival rate of Arabidopsis under salt treatment. ** indicates significant differences in comparison with WT at *P*<0.01 (*t*-test). (This figure is available in colour at *JXB* online.)

In view of the remarkably improved drought tolerance in the OE lines, further studies were performed to investigate whether *VaNAC26* was involved in protecting the stabilities of cell membranes and/or the photosystem under drought stress conditions. Electrolyte leakage (EL), which is negatively correlated with cell membrane stability, was similar between WT and OE lines under well-irrigated conditions (Fig. 6A). However, after 8 d of drought treatment, the OE lines showed significantly lower EL than wild type plants (Fig. 6A). A significantly higher content of chlorophyll was also observed in OE lines than in WT plants after drought treatment (Fig. 6B). Chlorophyll fluorescence measurements reflect the susceptibility of photosystem II (PSII) to damage (Maxwell and Johnson, 2000). As shown in Fig. 6C, the maximum photochemical quantum yield of PSII (*F*_v_ */F*_m_) in transgenic lines was higher than in WT plants after 4 and 7 d of drought treatment (except for OE1 at 4 d). In contrast, a lower minimum fluorescence level (*F*_o_) was observed in transgenic lines at 4 and 7 d of drought treatment (except for OE1 at 4 d) (Fig. 6D). These results suggest that overexpression of *VaNAC26* increased the stabilities of cell membranes and PSII in transgenic Arabidopsis under water stress. Interestingly, there was no obvious difference in stomatal conductance (*g*_s_) between WT and OE under 4 and 7 d of drought treatment (Supplementary Fig. S3B), suggesting *VaNAC26* did not lower the transpiration rate so as to improve drought tolerance.

**Fig. 6.**
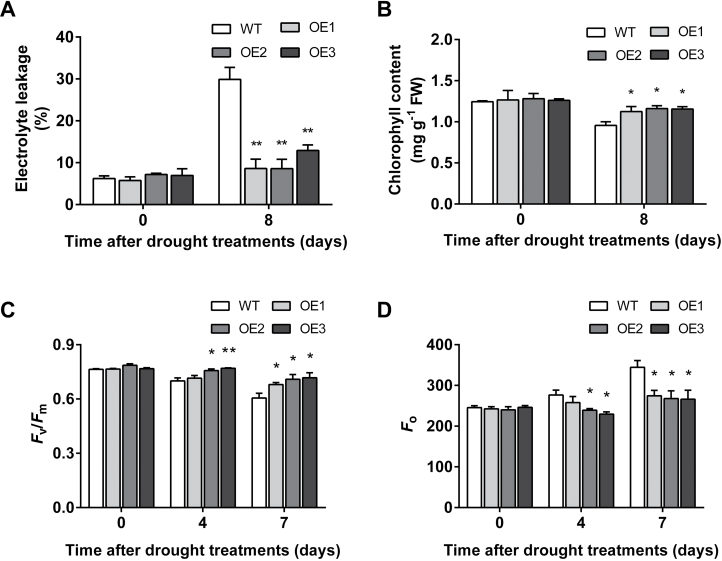
Analysis of electrolyte leakage (EL) (A), chlorophyll content (B), *F*_v_/*F*_m_ (C) and *F*_o_ (D) of WT and *VaNAC26*-OE lines. The EL (A) and chlorophyll (B) content were measured at 0 and 8 d after drought treatment, and *F*_v_/*F*_m_ (C) and *F*_o_ (D) were measured at 0, 4 and 7 d after drought treatment. The values in A/B and C/D represent the mean value ±SE from three and four replicates, respectively. * and ** indicate significant differences in comparison with WT at *P*<0.05 and *P*<0.01 (*t*-test), respectively.

### ROS scavenging system was enhanced in *VaNAC26*-OE lines

To further illustrate the functions of *VaNAC26* in regulating tolerance to drought stress, physiological indices related to ROS scavenging such as the activities of the antioxidant enzymes SOD and POD, and H_2_O_2_, O_2_^−^_,_ and MDA content, were measured in the three OE lines under normal and drought conditions. DAB and NBT staining revealed that the presence of H_2_O_2_ and O_2_^−^ was rare in both wild type and transgenic seedlings under normal growth conditions (Fig. 7A, B). However, lower brown and blue staining intensities were observed in transgenic lines than in wild type plants at 5 d after initiating drought, suggesting lower H_2_O_2_ and O_2_^−^ content in the transgenic lines. Under normal conditions, the SOD activity in the OE3 line was significantly higher than in wild type plants (Fig. 7C). At 5 and 8 d after starting the drought treatment, all three transgenic lines showed higher SOD activities than wild type plants. The activities of POD in transgenic lines were higher than wild type under well-irrigated conditions, as well as at 5 or 8 d, except for OE1 line at 5 d, after starting the drought treatment (Fig. 7D). No obvious difference in MDA content was observed between wild type and transgenic lines within the first 5 d under drought stress (Fig. 7E). However, the three transgenic lines displayed significantly lower MDA content than the wild type at 8 d of drought stress. Overall, lower MDA, H_2_O_2_, and O_2_^−^ accumulation and higher activities of SOD and POD in transgenic lines indicated that *VaNAC26* increased drought tolerance in Arabidopsis by enhancing the ROS scavenging system.

**Fig. 7.**
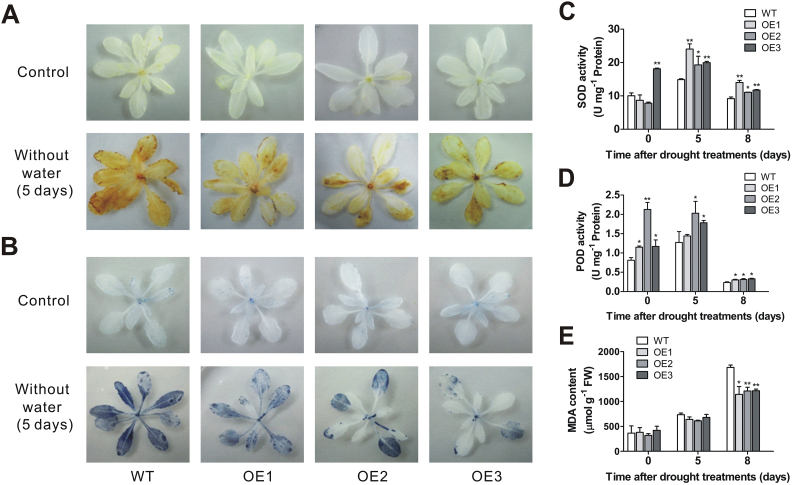
H_2_O_2_ and O_2_^−^ detection, antioxidant enzymes, and lipid peroxidation assay of WT and *VaNAC26*-OE lines. (A) H_2_O_2_ detection in WT and transgenic seedlings by DAB staining under normal conditions (upper) and 5 d after initiating drought treatment (lower). (B) O_2_^−^ detection in WT and transgenic seedlings by NBT staining under normal conditions (upper) and 5 d after initiating drought treatment (lower). The SOD (C) and POD (D) activities, and MDA content (E) of WT and three transgenic lines at 5 and 8 d after initiating drought treatment as well as normal conditions. The values represent the mean value ±SE from three replicates. * and ** indicate significant differences in comparison with WT at *P*<0.05 and *P*<0.01 (*t*-test), respectively. (This figure is available in colour at *JXB* online.)

### Genes related to the ROS scavenging system and JA biosynthesis were upregulated in *VaNAC26*-OE lines

To investigate the possible roles of the *VaNAC26* at the transcription regulation level, a genome-wide expression profile analysis was performed using GeneChips. 

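Leaf RNA of wild type (WT) and VaNAC26-OE plants was hybridized to the Affymetrix Arabidopsis ATH1 GeneChip, which measures each transcript with a set of short probes called a probe set. The 4 samples were WT and OE before drought (WT 0d and OE 0d) and WT and OE at 5 d after the last irrigation (WT 5d and OE 5d), from plants grown in soil for 21 d, with 2 arrays per sample and 8 arrays in all. Each OE sample was a pool of leaves of the 3 transgenic lines. The arrays include no plants kept watered until 5 d, so a change with drought here means a difference between 5 d and 0 d. It cannot be told apart from a change with plant age or sampling day. The overexpressed gene comes from grapevine, and its own transcript level was not analysed here. The deposited values were normalized intensities on a linear scale, 1 per probe set and array, and the paper's text does not name the software that made them. They ran from 2.91 to 13003, 47.8% of them were under 32, and the median intensity of an array lay between 36.2 and 38.2. For the comparisons below, 64 array controls were left out and log2 was taken of the values of the other 22746 probe sets. A linear model was fitted to all 8 arrays with limma, so that the 4 groups shared 1 estimate of the spread with 4 residual degrees of freedom, and p-values were adjusted by the method of Benjamini and Hochberg over all probe sets tested. Log2 fold changes are therefore differences of mean log2 intensities, and a gene is said to rise or fall where its adjusted p was under 0.05. The study's threshold, a fold change over 2 or under 0.5 with an unadjusted p under 0.05, was applied to the same fit. A probe annotation gave 1 gene with a locus tag for 13436 probe sets, and the 206 of the 3903 rows of Table S3 used here named 97 more. Of the probe sets tested, 8730 were not in that annotation and 503 had several genes, so that a probe set without a name here is not one without a gene. Intensities under 32 were taken as close to background, a limit that was set here and not measured. The size of a fold change that involves them is treated as uncertain. The OE 5d arrays differed from each other by over 2-fold at 1294 probe sets, and the pairs of the other groups at 79 to 143. This spread enters the shared estimate of all comparisons, including those without an OE 5d array. There it raises the p-values of genes on which the OE 5d pair differs, such as PDF1.2. The sources do not say that replicates came from separate plants, so p-values measure the spread between these samples, which may be technical, and 2 arrays per group limit the precision.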

Samples of the three transgenic lines were pooled in equal proportions, and transcription profiles were compared with wild type Arabidopsis under normal conditions or at 5 d after initiating drought stress. The expressions of 195 genes were significantly changed in the *VaNAC26*-OE lines under normal growth conditions compared with wild type plants. Among them, 105 genes were upregulated while 90 genes were downregulated (OE 0d vs WT 0d, Fig. 8, Supplementary Table S3). These genes represented the candidate downstream genes regulated directly or indirectly by *VaNAC26*. 

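Among the transcripts that rose in OE 0d was that of At5g05600 (JOX2), a jasmonate-induced oxygenase that hydroxylates JA, at 204 ± 1.86 (SD, n = 2) in OE 0d and at 50.3 and 48.6 on the WT 0d arrays. Its log2 fold change was 2.05 (standard error 0.24, adjusted p = 0.0418 from limma). At4g16260 and At2g25625 also rose, by 1.79 and 1.42 on the log2 scale (adjusted p = 0.0479 and 0.0234). The transcript of At4g22490 fell from 346 ± 134 (SD, n = 2) in WT 0d to 15.6 ± 6.30 (SD, n = 2) in OE 0d, a log2 fold change of -4.48 (standard error 0.44, adjusted p = 0.0234). The serine carboxypeptidase-like gene scpl31 (At1g11080) fell too, with a log2 fold change of -1.76 (adjusted p = 0.0234) from an intensity of 22.4 ± 2.03 (SD, n = 2) in WT 0d. All 4 arrays of scpl31 in this comparison were under 32, so with values under 32 set to 32 it has no fold change. Then At4g16260, At2g25625 and At4g22490, each under 32 in 1 of the groups, had log2 fold changes of 1.15, 0.73 and -3.38, and that of At5g05600, with no array under 32, stayed the same.
In all, 12 probe sets were higher and 6 were lower in OE 0d than in WT 0d at an adjusted p under 0.05. The spread in this fit includes that of the OE 5d pair, which is not part of the comparison. With values under 32 set to 32, more were lower than higher at the adjusted threshold. This setting also removes spread between dim arrays, so small changes can pass and the direction is not settled by it. The study's threshold gave 99 higher and 72 lower, where simulated groups without any change gave means of 18.8 and 18.9, and without OE 0d replicate 2 it gave 120 lower and without WT 0d replicate 2 109. Large values that missed the adjusted threshold were those of JRG21 (At3g55970, JOX3), a relative of JOX2, at 2.49 (adjusted p = 0.233), and of the cellulose synthase-like gene CSLA01 at 2.26 (adjusted p = 0.213). On the lower side were bZIP58 at -1.98 (adjusted p = 0.158) and GH3.17, which conjugates auxin to an amino acid, at -1.62 (adjusted p = 0.317). Both genes were under 32 in OE 0d and on WT 0d replicate 2, and JRG21 was under 32 in WT 0d, so the size of these changes is uncertain. The number past the adjusted threshold moved with the arrays in the fit: 98 higher and 81 lower with the 4 arrays of OE 0d and WT 0d alone, and 83 and 59 without OE 5d replicate 1 or 2. It was 6 and 3 without WT 5d replicate 1 or 2. Without WT 0d replicate 1 or OE 0d replicate 2 it was 0 higher and 2 lower, and without WT 0d replicate 2 or OE 0d replicate 1 it was 0 and 0, while 1912 probe sets had an unadjusted p under 0.05 in limma with all arrays.
Of the list genes, JOX2 passed the test over all probe sets in this comparison. When adjusted over the list alone, AUR1 (-0.86) and MCM7 (-0.50) of the cell cycle and PYK10 (-1.25) of the root were lower. In the same way, EXPA8 (0.72) of the expansins and TRY (0.58) of the trichome were higher. The adjusted p of all these genes over all probe sets were 0.321 to 0.529. TRY was the only named gene of its list, so its p-value over the list alone was in fact unadjusted. Adjusting over a list alone makes no correction across lists or comparisons, so it is lenient for the other short lists too.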

On the 5th day under drought stress, a total of 1671 upregulated genes and 1824 downregulated genes were identified in wild type plants (WT 5d vs WT 0d, Fig. 8), while fewer changed genes were found in the *VaNAC26*-OE lines, with only 915 upregulated genes and 495 downregulated genes (OE 5d vs OE 0d, Fig. 8). 

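In WT, the transcript of the putative chitinase gene CHI (At2g43570) rose with drought from an intensity of 90.9 ± 50.1 to 1318 ± 250 (SD, n = 2 each), a log2 fold change of 3.96 (standard error 0.51, adjusted p = 0.00134 from limma). In the OE lines it rose by 3.93 (adjusted p = 0.00439). WRKY53, a transcription factor of leaf senescence, rose by 2.41 in WT (adjusted p = 0.00174) and by 2.66 in the OE lines (adjusted p = 0.00415), and BZIP60, a transcription factor of the unfolded protein response, by 1.51 (adjusted p = 0.00199) and 1.11 (adjusted p = 0.0165). The chloroplast chaperonin gene Cpn60beta2 and the actin gene ACT11 were among the largest falls in the OE lines, with log2 fold changes of -2.42 (adjusted p = 0.00110) and -2.32 (adjusted p = 0.00294). The Aurora kinase genes AUR1 and AUR2 and the replication helicase gene MCM7 fell in WT, with log2 fold changes of -2.27, -3.06 and -2.05 (adjusted p = 0.00112, 0.00104 and 0.000654).
These were the 3 named genes of a list of 25 for the cell cycle and DNA replication. In the OE lines 1 of them, MCM7, passed the test (-1.02, adjusted p = 0.0129), and 3 were lower when adjusted over the list alone. The differences between the drought responses (OE minus WT), 1.03 for MCM7 to 2.06 for AUR2, passed for none of the 3 (adjusted p = 0.166 to 0.192). Of 3 named genes for leaf senescence, 2 rose in WT and 1 in the OE lines, and of 2 for endoplasmic reticulum chaperones, 1 rose in each, counts that were the same when adjusted over the list alone. No list of the 80 tests of lists and comparisons stood apart from the other genes at an adjusted p under 0.05 (Fisher's exact test, two-sided). With few named genes per list, most of these tests could hardly pass. Even the cell cycle list in WT, with all 3 named genes called, had an adjusted p of 0.448 in this test. Over all probe sets, 3567 rose and 3376 fell in WT, and 1607 rose and 1485 fell in the OE lines. The numbers at the study's threshold were 1678 and 1843 in WT and 880 and 552 in the OE lines. The difference between the responses of the genotypes, tested as an interaction, passed an adjusted p of 0.05 at 7 probe sets, at 175 without OE 5d replicate 1 and at 4159 without OE 5d replicate 2. Without 1 of the other arrays it passed at 1 to 3.
The counts of rises and falls depended on the arrays. With the 4 arrays of a comparison alone, 225 were higher and 127 lower in the OE lines at the adjusted threshold, and 4077 and 4026 in WT. Without OE 5d replicate 1, the OE lines had 2658 higher and 2989 lower probe sets at the adjusted threshold and 1314 and 1202 at the study's threshold. Without OE 5d replicate 2 they had 1777 and 1741, and 810 and 539. Their adjusted counts were 418 and 271 without OE 0d replicate 1, 203 and 80 without OE 0d replicate 2, and 1107 and 958 without WT 0d replicate 1 or 2. In WT the adjusted counts were 2090 and 1794 without WT 0d replicate 1, 2089 and 2144 without WT 0d replicate 2, and 1975 and 1894 without WT 5d replicate 2.
Each array was also placed along the WT drought change, as the slope of its differences from WT 0d on the difference between WT 5d and WT 0d. OE 5d replicate 1 lay at 0.505 and replicate 2 at 0.890, OE 0d at 0.207 and 0.181. WT 0d is part of both differences, so an OE group unchanged from WT 0d would lie not at 0 but at 0.0361, by the covariance simulated from the spread between arrays.

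**Figure D1:**
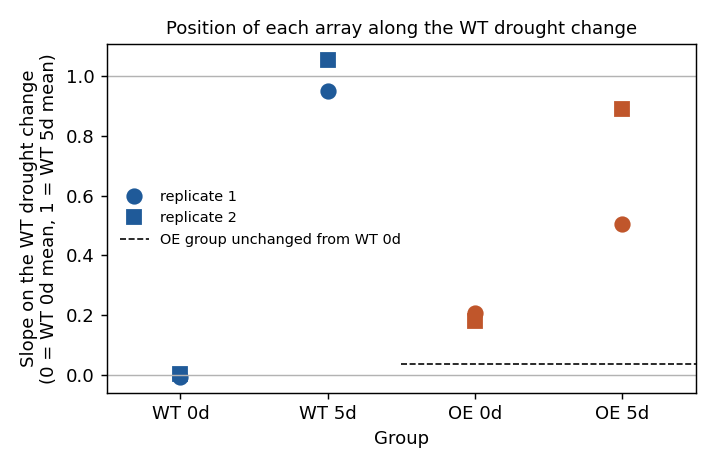
Position of each array along the WT drought change, plotted by group on the x axis, with the slope (no unit; 0 is the mean of WT 0d and 1 the mean of WT 5d by construction) on the y axis, circles for replicate 1 and squares for replicate 2. The dashed line at 0.0361 is the slope of an OE group unchanged from WT 0d. The OE 5d arrays sit at 0.505 and 0.890, farther apart than the arrays of the other groups.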

When comparing gene expression data of OE lines with wild types under drought stress, a total of 492 differentially expressed genes were identified (OE 5d vs WT 5d, Fig. 8). 

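Under drought, At5g19120 was higher in the OE lines, at an intensity of 920 ± 89.3 against 298 ± 30.8 in WT (SD, n = 2 each), a log2 fold change of 1.63 (standard error 0.16, adjusted p = 0.0360 from limma). At3g07350 was higher by 1.46 on the log2 scale (adjusted p = 0.0360). At3g02480 and At3g13672 were higher by 2.39 and 1.43 (adjusted p = 0.0360 each), from intensities of 6.77 ± 0.96 and 12.4 ± 0.67 in WT 5d (SD, n = 2 each). With values under 32 set to 32 the log2 fold changes of these last 2 genes were 0.14 and 0.08, so that their size is uncertain. Among genes below WT at the study's threshold, the endoplasmic reticulum chaperone gene BIP3 had a log2 fold change of -1.95 (adjusted p = 0.243). The glucosyltransferase gene UGT76B1 had one of -1.78 (adjusted p = 0.185) and Hsp70-2 one of -1.70 (adjusted p = 0.181), and none of the 3 passed the adjusted threshold. BIP3 lay at 18.17 on OE 5d replicate 1 and at 106.5 on replicate 2, and at 171 ± 5.80 (SD, n = 2) in WT 5d.
At an adjusted p under 0.05, 11 probe sets were higher and 0 were lower in OE 5d than in WT 5d, while 3625 had an unadjusted p under 0.05 in limma. With values under 32 set to 32, more probe sets were lower than higher at the adjusted threshold, but this setting removes spread between dim arrays and can let small changes pass. With the study's threshold 297 were higher and 165 lower, 462 in all. The numbers rested on the OE 5d arrays: without OE 5d replicate 2, 2319 were higher and 2354 lower at the adjusted threshold and 958 and 790 at the study's threshold. Without OE 5d replicate 1 the numbers were 124 and 11, and 226 and 55. Without 1 of the other arrays, or with the 4 arrays compared alone, 0 to 2 were higher and 0 were lower at the adjusted threshold.
No gene of the lists passed the test over all probe sets in this comparison. When adjusted over the list alone, 3 genes each of the cell cycle and cold-regulated lists were higher, and 1 gene each of the MYC branch of the JA response (THI2.1), of wax and cutin (WSD1, 0.89) and of the expansins and xyloglucan endotransglucosylases (XTH16, 0.97). In the same way, 1 gene each was lower of the ascorbate-glutathione cycle (GR1, -0.64), of salicylic acid defence (SAG101, -0.95) and of the trichome (TRY, -0.58). WSD1, SAG101 and TRY were each the only named gene of their list, so their p-values over the list alone were in fact unadjusted.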

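Some genes changed the same way with VaNAC26 under normal conditions and with drought in WT. At5g05600 (JOX2) rose in both, with a log2 fold change of 1.80 in WT 5d vs WT 0d (standard error 0.24, adjusted p = 0.00155 from limma), and At4g22490 fell in both, with -4.38 in WT 5d vs WT 0d (adjusted p = 0.000708). At1g09500, with 1.98 in OE 0d vs WT 0d (adjusted p = 0.291), rose by 3.66 in WT 5d vs WT 0d (adjusted p = 0.00131), from WT 0d intensities under 32. The drought responses of the genotypes also shared genes with large changes, such as At1g56300, which rose by 3.91 in WT and 3.92 in the OE lines (adjusted p = 0.000528 and 0.00110). At1g56300 was under 32 on all arrays at 0 d, so the size of its rises is uncertain.
At the study's threshold, 52 of the probe sets higher in OE 0d vs WT 0d were also higher in WT 5d vs WT 0d, where independent lists of these sizes would share 7.30. Of the lower probe sets, 54 were shared, against 5.83 for independent lists. These were 52.5% and 75% of the OE 0d vs WT 0d lists. In simulated unchanged groups, whose lists are far shorter, the shared WT 0d arrays alone gave an overlap of 21.8% and 22.7% of that list. OE 5d vs OE 0d and WT 5d vs WT 0d, which have no array in common, shared 695 higher probe sets (64.9 for independent lists) and 397 lower ones (44.7). OE 0d vs WT 0d and OE 5d vs WT 5d shared 15 higher and 0 lower probe sets (1.29 and 0.522 for independent lists).
Comparisons against WT 0d share its 2 arrays, so part of the excess of the first overlaps may come from them.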

Commonly overlapped genes showing similar changes in the four comparisons are presented in Fig. 8, and the details of the genes’ names and their functional annotation are listed in Supplementary Table S3. 

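SWEET4 (At3g28007), a sugar transporter gene, was higher in each of the 4 comparisons. Its intensity was 25.5 ± 0.46 in WT 0d, 51.7 ± 8.20 in OE 0d, 71.5 ± 22.3 in WT 5d and 153 ± 3.17 in OE 5d (SD, n = 2 each). It rose with drought in the OE lines by 1.57 on the log2 scale (adjusted p = 0.00535 from limma) and in WT by 1.45 (adjusted p = 0.00223), and its log2 fold changes between genotypes were 1.01 at 0 d (adjusted p = 0.249) and 1.13 at 5 d (adjusted p = 0.133). At4g30660 had log2 fold changes of 1.06 in OE 0d vs WT 0d, 1.26 in OE 5d vs WT 5d, 1.11 in OE 5d vs OE 0d and 0.92 in WT 5d vs WT 0d, with adjusted p of 0.544, 0.240, 0.125 and 0.143.
In all 4 comparisons, 3 probe sets were higher at the study's threshold and 0 were lower. They were those of SWEET4 and COR414-TM1 and 1 without a name here. Without OE 5d replicate 2, 5 probe sets were higher in all 4, and with values under 32 set to 32, 1 was.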

Five upregulated genes were identified in all four of the comparisons mentioned above (first five lines in Supplementary Table S3). Among them, one dehydrin (*LTI30*) and two *COR* genes (*COR15A* and *COR414-TM1*) are widely regarded as stress-related genes that respond to multiple abiotic stresses such as drought and cold (Baker *et al.*, 1994; Welin *et al.*, 1994; Breton *et al.*, 2003).

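The COR genes and the dehydrin gene LTI30 encode proteins that accumulate in cold or dehydrated cells. COR414-TM1 (At1g29395) rose with drought by 1.78 on the log2 scale in WT (standard error 0.31, adjusted p = 0.00370 from limma) and by 1.99 in the OE lines (adjusted p = 0.00701). COR15A (At2g42540) rose with drought in the OE lines from an intensity of 229 ± 21.9 to 674 ± 283 (SD, n = 2 each; log2 fold change 1.49, adjusted p = 0.0290), and in WT its log2 fold change was 0.93 (adjusted p = 0.0831). LTI30 (At3g50970) lay at 23.0 ± 2.65 in WT 0d, 46.1 ± 7.26 in OE 0d and 128 ± 115 in OE 5d (SD, n = 2 each) and at 72.9 and 48.4 on the WT 5d arrays, and none of its comparisons passed the adjusted threshold (adjusted p = 0.116 to 0.716).
Of 4 named genes in a list of 15 cold-regulated genes, 3 rose with drought in the OE lines (3 when adjusted over the list alone), COR15A, COR15B (2.76, adjusted p = 0.00460) and COR47 (1.33, adjusted p = 0.00549). In WT 1 rose (1 over the list alone), COR15B (2.40, adjusted p = 0.00218), and COR47 had a log2 fold change of 0.33 (adjusted p = 0.232). The difference between the drought responses (OE minus WT) passed for none of the 4. It lay between -0.25 for LTI30 (adjusted p = 0.919) and 0.99 for COR47 (adjusted p = 0.194). Between genotypes at 5 d none of the 4 passed the test over all probe sets and 3 were higher over the list alone, with 2.05 for COR15A (adjusted p = 0.109) and 1.59 for COR414-TM1, which is not in the list (adjusted p = 0.133). At 0 d the log2 fold changes of these 2 genes were 1.49 (adjusted p = 0.292) and 1.38 (adjusted p = 0.258), and over the list alone COR15A was higher. In the fit of the 4 arrays of OE 0d and WT 0d alone, their adjusted p at 0 d were 0.00811 and 0.00702, within ranges over the alternatives of 0.00811 to 1.00 and 0.00702 to 1.00.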

**Fig. 8.**
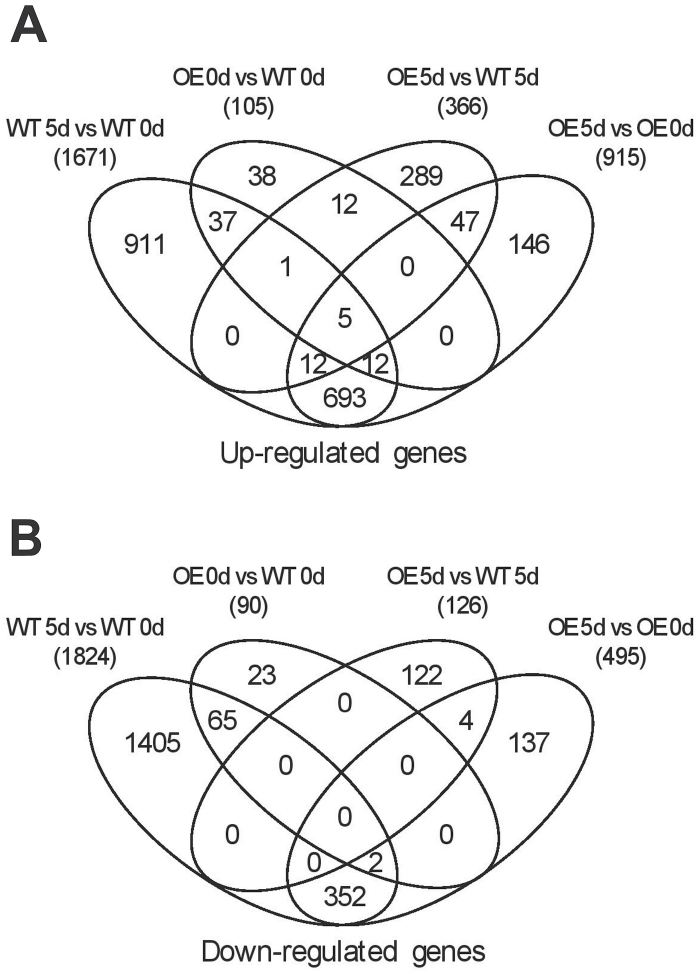
Venn diagram representations of the differentially expressed genes in four types of comparisons in WT and *VaNAC26*-OE plants under normal conditions and drought stress. (A) and (B) show the numbers of overlapping upregulated and downregulated genes, respectively. The numbers in brackets represent the total numbers of differentially expressed genes in different comparisons.

Pathway enrichment analysis revealed that the expression of many genes involved in diverse pathways were upregulated by the *VaNAC26* transgene and drought, including those involved with metal handling, stress, development and several other metabolic pathways involving nucleotides, amino acids, secondary products, hormones, and major carbohydrates (CHO) (Table 1, group I). Only two pathways, stress and hormone metabolism, were consistently greater by at least 2-fold normalized frequency values in all four comparisons (Table 1, group I). Interestingly, pathways including redox and transport were over-represented in OE plants compared with WT under normal conditions, but they were under-represented at the 5th day under drought treatment (Table 1, group II). In addition, the protein pathway was under-represented in all four comparisons (Table 1, group III).

**Table 1.** Pathway enrichment analysis of four types of comparisons from WT and OE microarrays under normal and drought stress conditions.

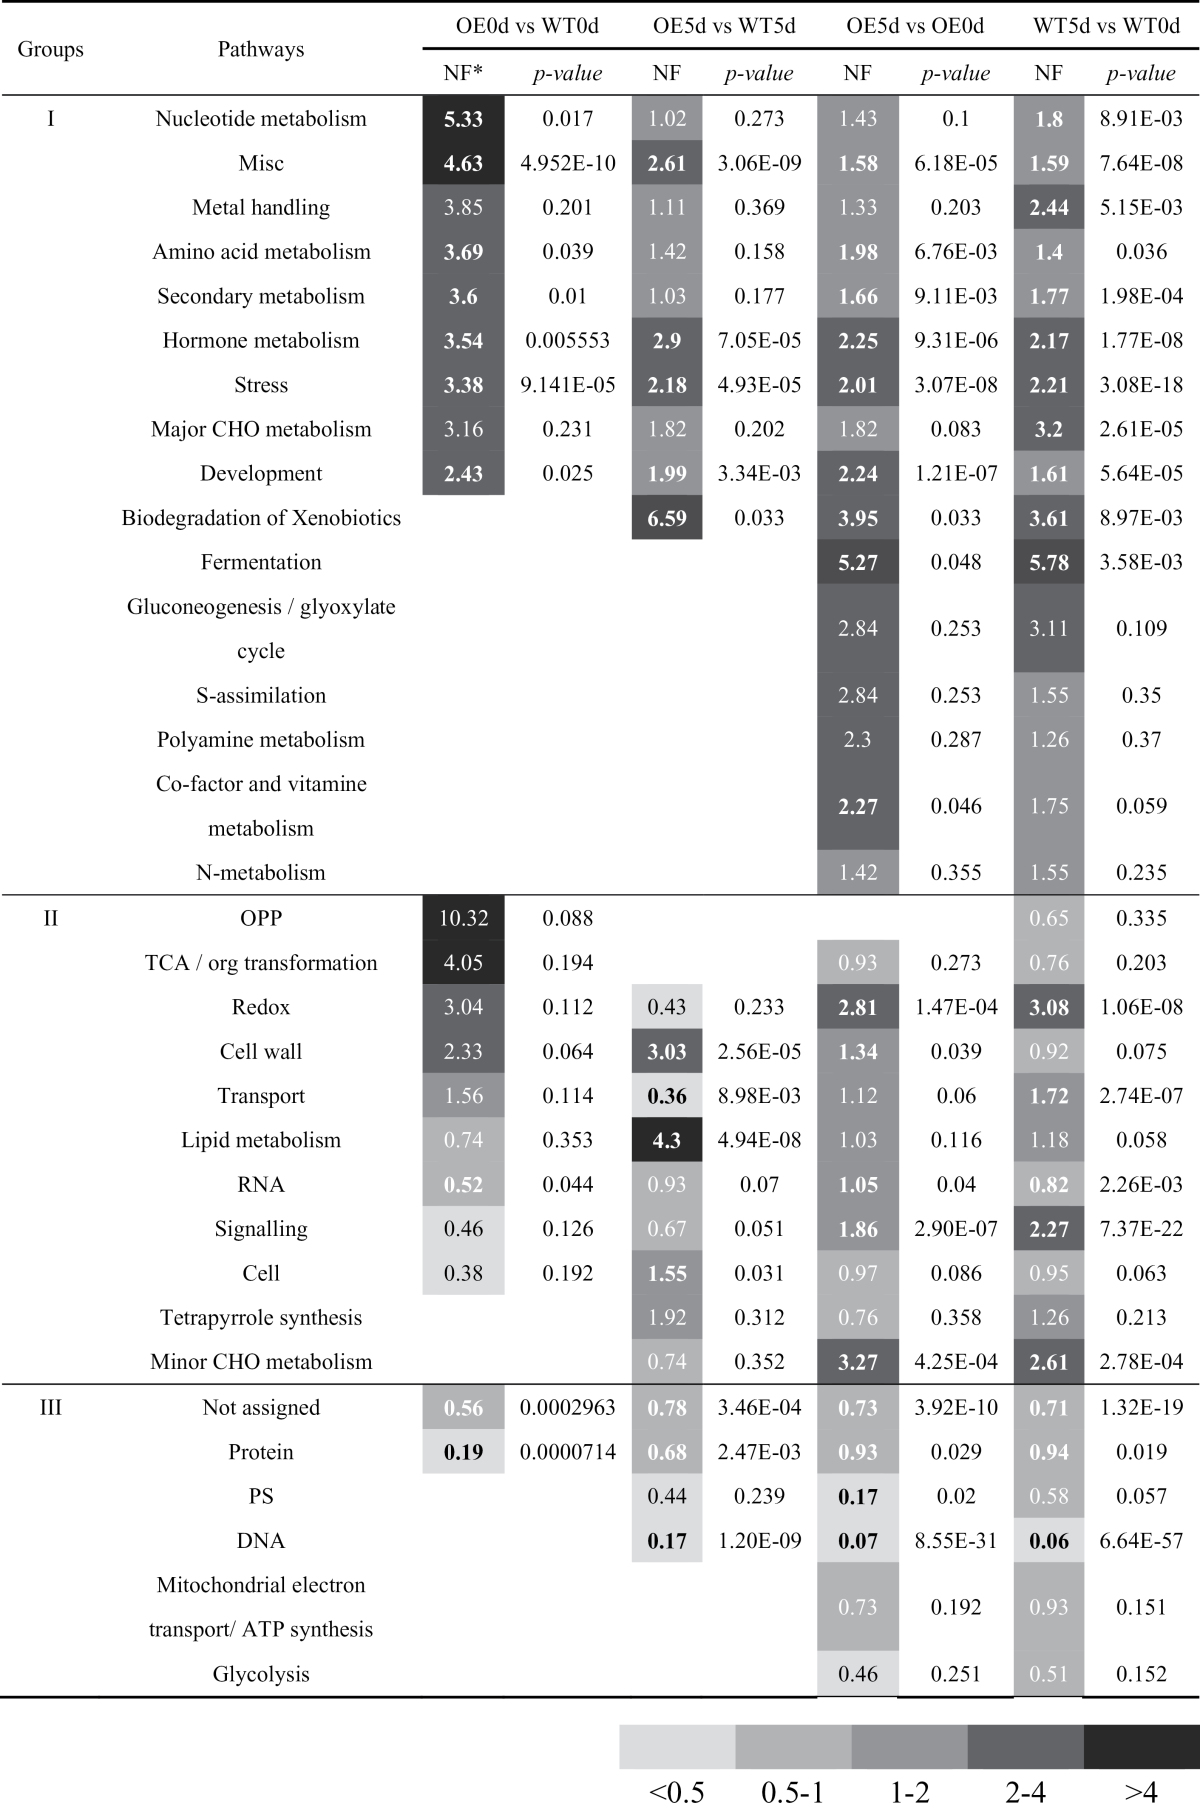

* NF, normalized frequency = sample frequency of given pathway category in this experiment/ background frequency of given pathway category in the ATH1 array.

The numbers in bold represented NF values with *P*-values <0.05.

To confirm the microarray results, qRT-PCR was conducted for 11 genes that showed differential expression in the OE lines and wild type plants in normal and drought conditions (Supplementary Fig. S4). 

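On the arrays, the thaumatin-like gene At1g18250, called PR5 in the list for qRT-PCR, fell with drought in WT from an intensity of 408 ± 91.8 to 27.1 ± 11.5 (SD, n = 2 each). This was a log2 fold change of -3.96 (standard error 0.52, adjusted p = 0.00148 from limma). In the OE lines it was at 219 ± 30.9 before drought and at 171 ± 131 after it (SD, n = 2 each), with a log2 fold change of -0.60 (adjusted p = 0.541). Between genotypes its log2 fold change was -0.89 at 0 d (adjusted p = 0.722) and 2.48 at 5 d (adjusted p = 0.143), and the difference between the drought responses was 3.37 (adjusted p = 0.162).
Of the 11 genes chosen for qRT-PCR, 5 had a named probe set here: At1g18250, COR15A, COR414-TM1, SWEET4 and PDF1.2. COR15A, COR414-TM1 and SWEET4 had higher means in OE than in WT at 0 d and 5 d and higher after drought than before it in both genotypes. PDF1.2 was higher in OE 0d than in WT 0d and rose with drought in WT, while its log2 fold changes in OE 5d vs OE 0d and OE 5d vs WT 5d were -0.61 (adjusted p = 0.659) and 0.29 (adjusted p = 0.877). The other genes of the list and the qRT-PCR measurements were not analysed here.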

All these genes showed similar expression changes between microarray and qRT-PCR data, which indicates the reliability of the microarray-based transcription profiles analysis.

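Of the 20 stress-related genes in Table 2, 8 had a named probe set here: the defensin genes PDF1.2 and PDF1.2b, the thionin gene THI2.1, the peroxidase gene PRX52, JMT, COR15A, COR414-TM1 and LTI30. All 8 had a higher mean in OE 0d than in WT 0d. JMT (At1g19640), the methyltransferase that makes methyl jasmonate from JA, lay at an intensity of 59.1 ± 19.9 in OE 0d and 21.1 ± 2.91 in WT 0d (SD, n = 2 each), a log2 fold change of 1.45 (standard error 0.38, adjusted p = 0.326 from limma). In the OE lines its log2 fold change with drought was -1.06 (adjusted p = 0.108) and in WT it was 0.72 (adjusted p = 0.203).
For 7 of the 8 genes, both OE 0d arrays lay above both WT 0d arrays, which chance gives for 16.7% of unchanged probe sets, and the exception was THI2.1. Of the 8 genes, 6 passed the study's threshold, and THI2.1 and LTI30 had a fold over 2 with an unadjusted p above 0.05. Over all probe sets 0 of the 8 passed an adjusted p of 0.05 in limma, and with the 4 arrays of OE 0d and WT 0d alone 6 did. The study chose these genes on the same arrays, so that their direction is not independent evidence. The other genes of Table 2 were not analysed here.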

Table 2 shows 20 differentially expressed genes in the *VaNAC26*-OE lines compared with wild type plants under normal conditions. The functional annotation by GO analysis indicated that these genes are all stress-related. Among these genes, the increased transcript levels of *SOD* (At4g25100) and *POD* (At3g45140 and At3g42570) in transgenic lines coincided with the results of ROS scavenging detection and histochemical staining (Fig. 7). 

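Of the antioxidant genes that could be followed on these arrays, the peroxidase gene PRX52 (At5g05340) of Table 2 lay at an intensity of 23.6 ± 7.15 in OE 0d and 7.90 ± 0.24 in WT 0d (SD, n = 2 each). Its log2 fold change was 1.55 (standard error 0.24, adjusted p = 0.119 from limma). PRX52 rose with drought in WT by 1.33 (adjusted p = 0.00428), and in the OE lines its log2 fold change was -0.36 (adjusted p = 0.388). PRX71, another class III peroxidase gene, rose with drought in WT by 0.87 (adjusted p = 0.00664) and fell in the OE lines by 0.75 on the log2 scale (adjusted p = 0.0276), with 0.92 in OE 0d vs WT 0d (adjusted p = 0.213). The difference between the drought responses (OE minus WT) was -1.69 for PRX52 (adjusted p = 0.147) and -1.62 for PRX71 (adjusted p = 0.107).
Of 14 named genes in a list of 25 class III peroxidases, 0 passed the test in OE 0d vs WT 0d (2 were higher when adjusted over the list alone). In WT 4 rose with drought and 1 fell, PRX12 (-0.80, adjusted p = 0.0106), and in the OE lines 1 fell, with the same counts over each list alone. Of 4 named genes for superoxide dismutase, catalase and the ascorbate-glutathione cycle, all of them of the cycle, 0 passed in OE 0d vs WT 0d or in WT with drought (0 over the list alone). The glutathione reductase gene GR2 and the thylakoid ascorbate peroxidase gene TAPX fell with drought in the OE lines, by 0.68 and 0.60 on the log2 scale (adjusted p = 0.0213 and 0.0344). When adjusted over the list alone, 4 of the 4 were lower. The differences between the drought responses of GR2 and TAPX were -0.77 and -0.44 (adjusted p = 0.203 and 0.377). PRX52 was under 32 on all arrays, the limit taken here as close to background. Its adjusted p in OE 0d vs WT 0d was 0.0277 with the 4 arrays alone, in a range over the alternatives of 0.0277 to 0.690. Probe sets of At4g25100, At3g45140 and At3g42570 were not analysed here.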

Interestingly, JA biosynthetic related genes, such as *LOX2* (At3g45140), *AOS* (At5g42650), and *AOC1* (At3g25760) (Sasaki-Sekimoto *et al.*, 2013), were upregulated in the *VaNAC26*-OE line. Several marker genes in JA-related signal pathways including *PDF1.2* (At5g44420), *PDF1.2b* (At2g26020), *THI2.1* (At1g72260) (Xu *et al.*, 2001), *MYC2* (At1g32640), and *VSP1* (At5g24780) also showed significant changes. 

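PDF1.2b (At2g26020), a defensin gene induced by JA with ethylene, lay at an intensity of 1120 ± 97.3 in OE 0d and 148 ± 69.0 in WT 0d (SD, n = 2 each). Its log2 fold change was 3.01 (standard error 0.51, adjusted p = 0.158 from limma). It rose with drought in WT by 2.67 on the log2 scale (adjusted p = 0.00590), and in the OE lines its log2 fold change was -0.42 (adjusted p = 0.677). THI2.1 (At1g72260), a thionin gene induced by JA, lay at 43.5 and 159 on the OE 0d arrays and at 70.6 and 13.4 on the WT 0d arrays, a log2 fold change of 1.43 (standard error 0.98, adjusted p = 0.768) with overlapping arrays. Under drought THI2.1 was at 184 ± 181 in OE 5d and 9.69 ± 0.21 in WT 5d (SD, n = 2 each), with a log2 fold change of 3.78 (adjusted p = 0.189).
The adjusted p of PDF1.2b was 0.00814 with the 4 arrays of OE 0d and WT 0d alone and 0.00755 without OE 5d replicate 1 or 2, in a range over the alternatives of 0.00755 to 0.970. Its probe set is of a kind that can also detect related transcripts, and those of MYC2 and VSP1 were not analysed here.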

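PDF1.2 (At5g44420) encodes a plant defensin and is a marker of the JA and ethylene pathway. Its intensity was 952 ± 67.7 in OE 0d and 55.2 ± 39.4 in WT 0d (SD, n = 2 each). The ratio of these means was 17.2, and the ratio on the log scale 19.9, a log2 fold change of 4.32 (standard error 0.70, adjusted p = 0.131 from limma). With drought PDF1.2 rose in WT to 511 ± 63.9 (SD, n = 2), by 3.42 on the log2 scale (adjusted p = 0.00770), and the OE 5d arrays lay at 1347 and 289. The adjusted p in OE 0d vs WT 0d was 0.0109 with the 4 arrays compared alone and 0.00465 without OE 5d replicate 1 or 2, in a range over the alternatives of 0.00465 to 0.957.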

The expression of *PDF1.2*, for example, increased over 17-fold in transgenic lines relative to wild type plants. These results showed the enhancements of JA synthesis and the JA signal pathway in *VaNAC26*-OE lines.

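Among the named JA genes, values in OE 0d vs WT 0d differed within each list. In the response to JA, JOX1 and MYC4 lay near 0 (-0.09 and 0.03), JOX4 at 1.18 (adjusted p = 0.646) and BSMT1 at 0.82 (adjusted p = 0.721). Of 8 named genes in a list of 32 for the MYC branch of the JA response and its JAZ repressors, 1 rose in OE 0d vs WT 0d, JOX2, and 2 were higher when adjusted over the list alone. In WT 3 of them rose with drought (3 over the list alone), among them JOX3 by 2.32 (adjusted p = 0.0107 from limma) and the transcription factor gene MYC3 by 0.51 (adjusted p = 0.0426). Of 3 named genes in a list of 12 for the ERF branch, which responds to JA and ethylene, 0 passed in OE 0d vs WT 0d and 2 did over the list alone, PDF1.2 and PDF1.2b. All 3 rose with drought in WT (3 over the list alone), with 0.70 for the ethylene transcription factor gene EIN3 (adjusted p = 0.0106).
Of 4 named genes in a list of 21 for JA biosynthesis, 0 passed in OE 0d vs WT 0d and 1 did over the list alone, JMT. OPCL1 and AIM1, of the beta-oxidation steps of JA synthesis, had log2 fold changes of 0.76 (adjusted p = 0.616) and 0.22 (adjusted p = 0.770). LOX2, AOS and AOC1, the JA synthesis genes that the paper reports as upregulated, had no named probe set here. They are not among the 4, so these counts do not test that report. With drought in WT, OPCL1 and AIM1 rose by 1.32 (adjusted p = 0.0222) and 0.60 (adjusted p = 0.0183), 2 over the list alone. In the OE lines no gene of the 3 lists passed the test with drought, over all probe sets or over the list alone. The difference between the drought responses (OE minus WT) passed for none of these genes either. It lay between -4.02 for PDF1.2 (adjusted p = 0.174) and 2.35 for THI2.1 (adjusted p = 0.468). No list stood apart from the other genes in OE 0d vs WT 0d (Fisher's exact test, two-sided, adjusted p = 0.241 for the MYC branch and 1 for the others), and the study chose several of these genes on the same arrays. With few probe sets called in this comparison and few named genes per list, these tests could hardly show a difference. From the higher transcripts of JA synthesis genes and JA marker genes in the OE lines, the paper concludes that JA synthesis and the JA signal pathway are enhanced in them. It also reports a higher JA content in the OE lines it measured than in WT.

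**Figure D2:**
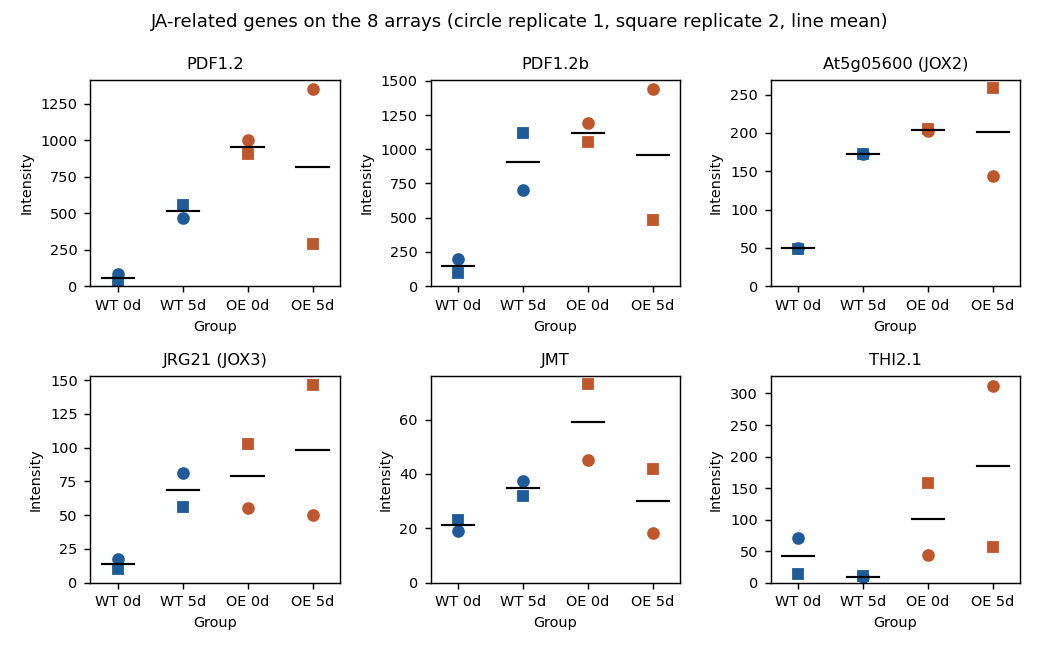
Intensity (linear scale, arbitrary units, y axis) of 6 JA-related genes on each of the 8 arrays by group (x axis), with circles for replicate 1, squares for replicate 2 and lines for the mean of the 2 arrays. JOX2 sits at 203 and 205 in OE 0d, above both WT 0d arrays, while the arrays of THI2.1 overlap between these groups.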

**Table 2.** Transcripts highly upregulated in *VaNAC26* transgeneic Arabidopsis compared with WT under normal conditions.

AGI	Gene Annotation	Gene Symbol	Fold change	Gene Function	NACRS*
At5g44420	Antifungal like protein	PDF1.2	17.23	Defense and stress response	2
At4g15210	Beta-amylase	BAM5	11.31	Carbohydrate metabolic process	2
At2g26020	Putative antifungal protein	PDF1.2b	7.59	Defense and stress response	2
At4g23600	Tyrosine transaminase like protein	CORI3	5.76	Plant metabolic process	2
At5g24780	Vegetative storage protein	VSP1	5	Defense response to abiotic and biotic stress	2
At3g25760	Hypothetical protein	AOC1	3.82	Hormone biosynthetic process and stress response	3
At3g45140	Lipoxygenase	LOX2	3.25	Plant biosynthetic and metabolic process and stress response	4
At5g05340	Peroxidase	–	2.99	Response to oxidative stress	2
At1g18710	Myb-related transcription factor	AtMYB47	2.81	Defense and stress response	3
At1g19640	Floral nectary-specific protein	JMT	2.8	Hormone biosynthetic process and stress response	3
At2g42540	Cold-regulated protein cor15a precursor	COR15A	2.8	Defense response to abiotic and biotic stress	1
At1g52890	NAM-like protein	ANAC019	2.77	Defense response to abiotic and biotic stress	3
At1g29395	Expressed protein	COR414-TM1	2.61	Response to abiotic stress	3
At5g42650	Allene oxide synthase	AOS	2.61	Plant biosynthetic and metabolic process and stress response	0
At1g32640	Protein kinase, putative identical to bHLH protein	MYC2	2.45	Plant development, hormone biosynthetic process and stress response	1
At3g42570	Putative protein peroxidase	—	2.41	Response to oxidative stress	3
At1g72260	Thionin	THI2.1	2.4	Defense response	2
At4g25100	Superoxide dismutase (Fe)	FSD1	2.26	Response to oxidative stress	2
At4g37150	Hydroxynitrile lyase like protein	MES9	2.19	Plant metabolic process and stress response	1
At3g50970	Dehydrin Xero2	LTI30	2.01	Defense and stress response	1

* Numbers of putative NACRS motifs in the 1kb promoter of each gene.

### NACRS motif accumulated in upregulated genes in *VaNAC26*-OE lines and could be bound by VaNAC26 in yeast

In Arabidopsis, ANAC019, ANAC055, and ANAC072 binds to NACRS in the promoter of ERD1 (Tran *et al.*, 2004), and this binding specificity has been confirmed by many other NAC proteins (Puranik *et al.*, 2012). Among 20 stress-related genes that were upregulated in our OE lines (Table 2), 19 genes contain the NACRS core motif in their upstream 1.0kb promoter region (Table 2), while some genes were assumed to be a direct target of *VaNAC26*. To verify the NACRS-binding ability of VaNAC26, the coding region of VaNAC26 was ligated to the yeast expression vector pGADT7 to produce a recombinant plasmid pGADT7-VaNAC26, and a four tandem repeated NACRS motif (CACGCATGTG) and its mutant sequence (CAttttTGTG), which was substituted for four bases (lower letters) compared with NACRS, were ligated to pAbAi (Fig. 9A). AbA is a cyclic depsipeptide antifungal agent with activity against yeast cells (Takesako *et al.*, 1991). The AbA resistant gene *URA-3* was integrated into Y1HGold yeast by the pAbAi vector, and it was used as a reporter gene to screen for putative binding activity of protein–DNA interactions. The result (Fig. 9B) showed successfully transformed Y1Hgold grew on SD/-LEU/-URA medium, and only the positive control and those cotransformed with VaNAC26 and NACRS could grow on AbA-containing medium (Fig. 9C), indicating that VaNAC26 could bind to NACRS but not its mutant sequence.

**Fig. 9.**
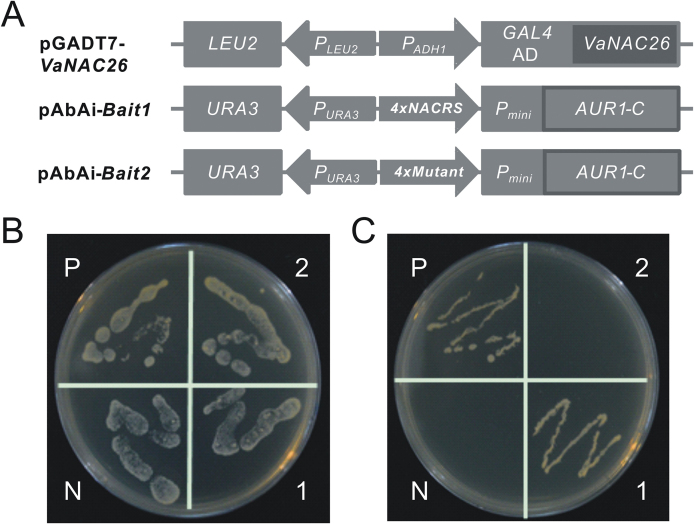
Yeast one hybrid assay of interaction of VaNAC26 on NACRS and its mutation sequence. Yeast transformants were examined by growth performance on SD/-Leu/-Ura with 500mg L^−1^ of AbA. The pAbAi-*P53*-transformed Y1HGold was set as negative control and the pGADT7-*P53* plus pAbAi-*P53* transformants were set as positive control. (A) Structural illustration of pGADT7-VaNAC26 and pAbAi-bait vectors. (B) and (C) represent the co-transformed yeast cells growth conditions on SD/-Leu/-Ura media and SD/-Leu/-Ura with 500mg L^−1^ of AbA, respectively. P, positive control; N, negative control; 1, transformants with pGADT7-VaNAC26 and pAbAi-4×NACRS; 2, transformants with pGADT7-VaNAC26 and pAbAi-4×mutants.

### Endogenous JA content increased in *VaNAC26*-OE lines and drought-treated *V. amurensis*

JA is an important signaling molecule in a plant’s defense against biotic and abiotic stresses (Sasaki-Sekimoto *et al.*, 2005). Since there was increased transcription level of JA biosynthesis and signaling pathway-related genes in the *VaNAC26*-OE lines, we wondered whether the endogenous JA content changed in the transgenic lines. As shown in Fig. 10A, the wild type plants had 1.89±0.05 pg mg^−1^ fresh weight JA in their leaves while the JA content was up to 4.37±0.18 pg mg^−1^ in OE3 and 8.78±0.71 pg mg^−1^ in OE2. The endogenous JA content showed a significant increase in these two transgenic lines than in wild type plants under normal growth conditions (Fig. 10A). Combining the transcription profile data and the JA content analysis, we assumed that overexpression of *VaNAC26* in Arabidopsis enhanced JA synthesis, which may be responsible for the increased drought tolerance of the *VaNAC26*-OE lines.

**Fig. 10.**
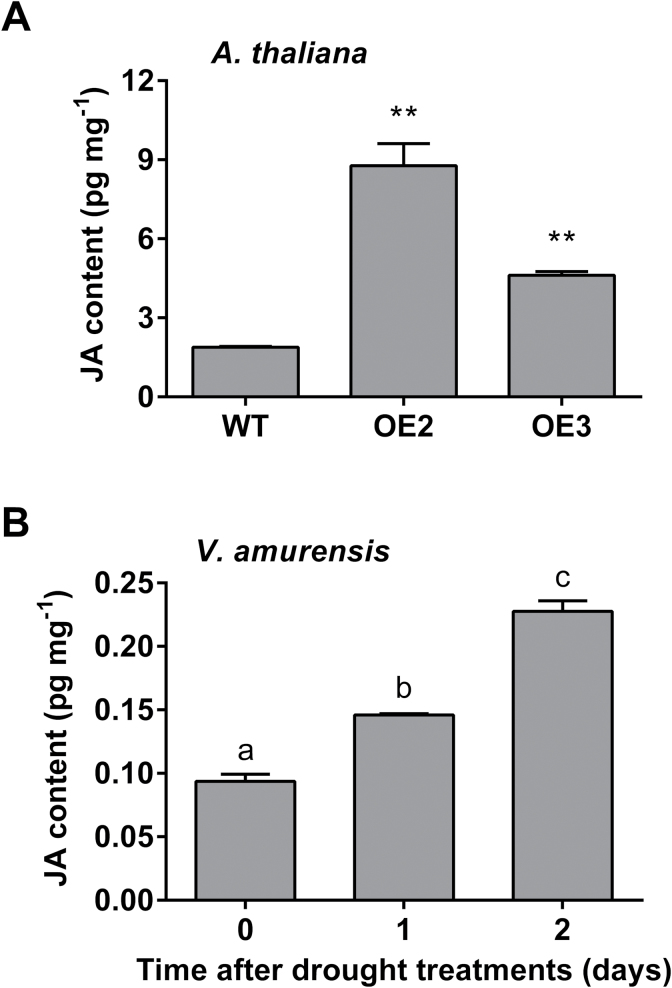
JA accumulation in Arabidopsis (WT and *VaNAC26*-OE lines) and drought-treated *V. amurensis*. (A) JA content in leaves of WT and two *VaNAC26*-OE lines (OE2 and OE3) under normal condition. (B) JA contents of *V. amurensis* expanded leaves after 0, 1 and 2 d of PEG 6% treatment. The values represent the mean value ±SE from three replicates. In (A) ** indicates significant differences in comparison with WT at *P*<0.01 (*t*-test). In (B) different letters indicate significant differences at *P*<0.05 (*F*-test).

To investigate the relationship between drought stress and endogenous JA level in *V. amurensis*, the JA content of *V. amurensis* leaf tissue was also measured under drought stress. A significant increase in JA level was observed in *V. amurensis* after the plants were subjected to drought treatment, and reached its highest level (2.4 fold increase) at 2 d (Fig. 10B). This result indicates that endogenous JA participates in the drought stress responses in *V. amurensis*.

## Discussion

*Vitis amurensis* is a wild species that survives the drought and cold winters in the Far East and North of China (Xin *et al.*, 2013). However, the underlying molecular mechanisms for these abiotic stress tolerance are not clear. In this study the possible roles of *VaNAC26* under abiotic stress were investigated using Arabidopsis transformation systems. Further work is still required to confirm the regulatory chain of *VaNAC26*, JA (synthesis and signaling), and tolerance (to drought) in grapevines.

Members of the *NAC* gene group that belong to the NAP subgroup have been reported to be closely associated with diverse biological processes including stress tolerance in plants. In Arabidopsis, an ABA-AtNAP-SAG113 (*SENESCENCE-ASSOCIATED GENE113*) regulatory chain was identified that controlled dehydration in senescing Arabidopsis leaves (Zhang and Gan, 2012). *OsNAP* was found to upregulate stress-related *OsPP2Cs* and TFs such as *OsDREB1A* and *OsMYB2* that improved drought and salt tolerances (Chen *et al.*, 2014). Heterologous expression of *VvNAC1* in Arabidopsis modified the transcription of defense marker genes such as *PDF1.2* and *VSP*, with enhanced abiotic and biotic stress tolerances (Le Hénanff *et al.*, 2013). The *VaNAC26* identified here also belongs to the NAP subgroup, and enhanced expression of *VaNAC26* in Arabidopsis might contribute to drought and salt tolerance. These results reinforce the essential roles of NAP subgroup genes in abiotic stress responses in plants.

Phytohormones such as SA, JA, ethylene, and ABA are known to control key signaling pathways in plant defense processes against biotic and abiotic stresses (Munné-Bosch and Müller, 2013). A previous study highlighted that the function of *NAC* genes may be divided into ABA-dependent and ABA-independent pathways based on the difference in their promoter elements (Purnaik *et al.*, 2012). In several species, exogenous SA, JA, and ethylene induced the expression of *NAC* genes (Bu *et al.*, 2008; Zhu *et al.*, 2012; Le Hénanff *et al.*, 2013). In addition, *NAC* genes were also found to provide feedback to the phytohormone signaling pathway by directly or indirectly regulating the synthesis of phytohormomes (Liang *et al.*, 2014). In this study, the expression of *VaNAC26* was induced by exogenous ABA application. However, based on microarray data, there were no significant differences in the expression of ABA biosynthesis genes between the *VaNAC26*-OE lines and WT (Supplementary Table S4). This indicates that *VaNAC26* does not improve drought tolerance via the ABA biosynthetic pathway, although *VaNAC26* was regulated by ABA. This result might explain the lack of a difference in ABA-induced stomatal conductance between WT and the *VaNAC26*-OE lines.

The connection between increased JA level and drought tolerance has been widely reported in many higher plants (Kazan, 2015). The content of endogenous JA generally increases in plants under water stress (Pedranzani *et al.*, 2007; Zhang and Huang, 2013), and exogenous application of JA (or methyl jasmonate, MeJA) at certain concentrations has been shown to improve drought tolerance (Mahmood *et al.*, 2012; Alam *et al.*, 2014). Here, we have demonstrated that these relationships also exist in *V. amurensis*, which also provides clues for subsequent analysis of ther *VaNAC26*-JA-drought tolerance regulatory pathway. JA signaling has been proved to be important for abiotic stress. For example, *OsbHLH148* constitutes the bHLH148-JAZ-COI1 pathway that affects JA signaling and improves drought tolerance in rice (Seo *et al.*, 2011), and several mutants involved in JA biosynthesis and signaling are sensitive to freezing stress in Arabidopsis under consistent or acclimation conditions (Hu *et al.*, 2013). In our study, several hormone-related genes were upregulated in the *VaNAC26*-OE lines, especially JA biosynthesis (*LOX2*, *AOS*, and *AOC1*, Table 2) and signaling-related genes (*PDF1.2*, *PDF1.2b*, *THI2.1*， *MYC2*, and *VSP1*, Table 2). NACRS motifs were detected in promoters of these genes (except *AOS*), indicating the possibility of direct targets of *VaNAC26*. An increased JA content was also found in *VaNAC26*-*OE* lines versus wild type Arabidopsis. These data suggest a putative role for *VaNAC26* in drought stress responses in grapevines by the *VaNAC26*-JA (synthesis and signaling)-tolerance (drought) regulatory network.

In model plants, *ANAC019* and *ANAC055* are thought to function as transcription activators to regulate JA-induced expression of defense genes (Bu *et al.*, 2008). *ANAC019* was also upregulated in our OE lines (Table 2). A homologue of *VaNAC26* in rice, *OsNAP*, was first reported to enhance JA biosynthesis and accumulation by improving the expression of *OsLOX2* and *OsAOC2* to regulate senescence (Zhou *et al.*, 2013). Moreover, *OsNAP* conferred drought and salt tolerances to rice through an ABA-dependent pathway (Chen *et al.*, 2014). Furthermore, *OsNAP* was specifically induced by ABA and regulated by ABA content via a feedback mechanism (Liang *et al.*, 2014). Here, we found that the expression of *VaNAC26* was induced by ABA but the increased drought-stress tolerance in *VaNAC26* overexpression lines may be related to JA-related signal pathways. Further work is still needed to determine how ABA triggers the accumulation of *VaNAC26* and how *VaNAC26* regulates its downstream genes to enhance the drought-stress responses in *V. amurensis*.

In grapevines, *VvNAC1* has been reported to respond to abiotic and biotic stresses as well as hormone treatment, and the transcriptional level of several marker genes (*PR-1*, *PDF1.2*, and *VSP1*) were enhanced in *VvNAC1*-overexpression lines in Arabidopsis (Le Hénanff *et al.*, 2013). These results indicate that more than one *NAC* member may be involved in the regulation of JA biosynthesis and downstream signaling pathways.

Besides involving the JA signaling response, overexpression in Arabidopsis resulted in less ROS accumulation and higher antioxidant enzymes activity, which was consistent with the microarray results that showed a higher expression of *SOD* and *POD* genes, indicating an important role for *VaNAC26* in ROS scavenging. Improvement of stress tolerance is often coupled with increased activities of antioxidant enzymes to remove harmful ROS (Xia *et al.*, 2015). Our results demonstrate that VaNAC26 plays an important role in drought, in part, by positively regulating SOD- and POD-mediated ROS scavenging. ROS scavenging is assumed to be associated with JA signaling and abiotic stresses in several species. For example, *TaAOC1* improved salt tolerance in wheat with increased JA accumulation and enhanced SOD activity (Zhao *et al.*, 2014). However, the detailed relationship between ROS scavenging and JA accumulation needs further study.

In our study, a remarkable response of *VaNAC26* to cold treatments in *V. amurensis* was also observed, which indicates an important role of *VaNAC26* in regulation of both cold and drought responses. However, there is no obvious phenotype in Arabidopsis OE lines under freezing treatments while drought tolerance is greatly enhanced, and a possible reason for this is that the transcription regulatory complex is composed of a series of members and some necessary factors are needed to activate genes involved in the cold response. In Arabidopsis, overexpression of *ANAC019*, *ANAC055*, and *ANAC072* activated *ERD1* by co-expressing *ZFHD1*, and *in vivo* analysis has shown protein–protein interactions between NAC proteins and ZFHD1 (Tran *et al.*, 2006), and ANAC096 and ABF2 synergistically activated the *RD29A* transcription (Xu *et al.*, 2013). The same study demonstrated that NAC proteins execute specific transcriptional regulation and may depend on co-operation with other factors to form a transcriptional complex. Hence, whether there are other factors synergistically functioning in cold tolerance in *V. amurensis* requires further study, and more clues may be found by genome expression profiles and co-expression analyses.

## Conclusions

In conclusion, the findings of this study indicate that *VaNAC26*, a member of the *NAC* genes that belong to the NAP subgroup, is responsive to abiotic stresses. It plays an important role in drought tolerance by regulating the expression of stress-associated genes, modulating JA synthesis and enhancing the antioxidant system. These findings demonstrate that *VaNAC26* constitutes an integral component of the drought-signaling network.

## Supplementary data

Supplementary data are available at *JXB* online.

Table S1. Sequence of qRT-PCR primer pairs used in this study.

Table S2. Features of two activation domains in VaNAC26 protein.

Table S3. Microarray-based differential expression gene analysis and its functional annotations in WT and *VaNAC26*-OE lines. (xls document).

Table S4. Microarray-based fold changes of ABA biosynthesis and ABA dependent gene expression between WT and *VaNAC26*-OE lines.

Figure S1. Comparisons of CDS regions between *VaNAC26* and *VvNAC26* (from ‘Pinot Noir’).

Figure S2. Growth conditions and expression detection of *VaNAC26* in WT and transgenic Arabidopsis.

Figure S3. Soil water content and stomatal conductance in WT and *VaNAC26*-OE lines under drought treatments.

Figure S4. Expression patterns of 11 putative *VaNAC26* downstream genes by qRT-PCR analysis.

Supplementary Data

## Abbreviations:

AREB/ABF: ABA-responsive element biding protein/ABRE-binding factor
CBF/DREB: C-repeat binding transcription factor/dehydration responsive element binding factor
eGFP: Enhanced green fluorescence protein
HD-ZIP: Homeodomain-leucine zipper
MDA: Malondialdehyde
MYB: v-myb avian myeloblastosis viral oncogene homolog
MYC: v-myc avian myelocytomatosis viral oncogene homolog
NAC: *N*AM (No apical meristem), *A*TAF 1/2 (Arabidopsis transcription activation factor 1/2), *C*UC 2 (Cup-shaped cotyledon 2)
NACRS: NAC recognition sequence, *cis*-element of NAC transcription factors.

# Supplementary material for: Expression of Vitis amurensis NAC26 in Arabidopsis enhances drought tolerance by modulating jasmonic acid synthesis
**Source:** J Exp Bot. 2016 May 7;67(9):2829–45. doi: 10.1093/jxb/erw122
**Supplement:** Supplementary Data

Expression of Vitis amurensis NAC26 in Arabidopsis enhances drought tolerance by modulating jasmonic acid synthesis — Supplementary Data 

# Expression of *Vitis amurensis NAC26* in Arabidopsis enhances drought tolerance by modulating jasmonic acid synthesis

## Supplementary Data

Data files

- supplementary\_tables\_S1\_S2\_\_S4\_\_figures\_S1\_S4.pdf - Supplementary Data
- supplementary\_table\_S3.xls - Supplementary Data

How the deposited data were processed for this re-analysis (not part of the article)

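Leaf RNA of WT and VaNAC26-OE Arabidopsis plants, before drought and at 5 d after the last irrigation, was measured on 8 ATH1 arrays, 2 for each of the 4 groups. No group was kept watered until 5 d, so drought is not separated from plant age and sampling day in the comparisons of 5 d with 0 d. The deposited values are intensities on a linear scale, 1 per probe set and array. What the authors did before depositing these intensities is given in part: RNA was amplified, labelled with biotin, hybridized and scanned on a GeneChip scanner by a commercial service, each OE sample was a pool of leaves of 3 lines, and the software and method of summarizing and normalizing the probe intensities are not given in the sources used here. The ratios of Table S3 in the part used here equal ratios of arithmetic means of these intensities to within 0.001.

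Of 22810 probe sets, 64 array controls were left out. No value lay under the floor of 1 that was set for taking log2. The test was limma (version 3.58.1, R 4.3.3) with lmFit and eBayes on log2 intensities, with a mean for each of the 4 groups and all 8 arrays in 1 fit, and p-values adjusted by Benjamini and Hochberg over 22746 probe sets. Tables were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The comparisons were OE 0d vs WT 0d, OE 5d vs WT 5d, OE 5d vs OE 0d and WT 5d vs WT 0d, with the interaction of genotype and drought. Counts are given at an adjusted p under 0.05 and at the study's threshold, for which the methods name no test. Arrays have no depth: dim probe sets were taken as close to background, which was not measured here, and the number of arrays limits the precision.

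The fit was tested on simulated data in which 200 of 22746 probe sets were changed. The spread of each probe set in them was the moderated estimate of limma, drawn towards a common value, and the same in all groups. The simulated unchanged groups used this spread too. The observed spread of a probe set can be larger, and the OE 5d pair had a wider spread than the other pairs. The numbers recovered may therefore overstate what the fit finds on these arrays. In OE 0d vs WT 0d, 74 of 100 changes of 2-fold and 100 of 100 of 4-fold were recovered, with 17 false calls. In OE 5d vs WT 5d the numbers were 82, 97 and 15, in OE 5d vs OE 0d 84, 99 and 16, in WT 5d vs WT 0d 73, 100 and 13, and for the interaction 14, 87 and 7.

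Gene names came from the probe annotation of the platform, updated through Entrez identifiers to RefSeq locus tags, with 13513 probe sets of 1 symbol, 503 of several and 8730 not listed. The 206 of 3903 rows of Table S3 used here named 97 more, and 1 probe set with conflicting names was left unnamed. Tests of gene lists used the probe annotation alone, because Table S3 holds called genes. Before the data were examined, 25 lists with 380 genes, the rule for named genes, the comparisons and the alternatives were written down, while the values in the paper's tables had been seen. Of the list genes, 68 had a named probe set, so that every list covers fewer than 80% of its genes and its counts describe the named members. For a list with 1 named gene, adjusting over the list alone leaves the p-value unadjusted. For the other lists it makes no correction across lists or comparisons. The rule took every Arabidopsis gene the paper names, the 10 largest rises and 10 largest falls past the adjusted threshold with no overlap between arrays (filled up from the study's threshold, as values, where fewer passed), and up to 4 members of each list. Lists were tested with Fisher's exact test (two-sided), adjusted over 80 tests.

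The alternatives were the 4 arrays of a comparison alone, the replicate number as a block, quantile normalization, centring on the median, leaving out the dimmer probe sets, 1 probe set per gene, a trended robust eBayes, a test without moderation, values under 32 set to 32, the fold without a p-value, and each array left out in turn. Folds from arithmetic means, fits with 1 array at 5 d for each genotype and comparisons with 1 WT 0d array each were added after the data had been seen. Overlaps of comparisons that share arrays were set beside 100 simulations of unchanged groups. The motif count in promoters, the pathway categories of Table 1 and the measurements other than the arrays were not analysed here.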

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

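The tests of a wrong label of OE 5d replicate 1, of a wrong label of replicate 2 by the probe sets that set OE 0d and replicate 1 apart from WT, of the count of probe sets between WT 5d and OE 0d, of a shift of OE 0d over all probe sets, of 1 array at 5 d for each genotype in the same fit and of 1 WT 0d array for each comparison were chosen after the result was seen.

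The drought responses of the genotypes differed at 7 probe sets in the interaction test, all with the response of the OE lines above that of WT. With values under 32 set to 32, more probe sets passed this test, but this setting removes spread between dim arrays and can let small differences pass. At4g22490 had an interaction of 8.01 on the log2 scale (standard error 0.62), because it fell with drought in WT from 346 to 16.1 and rose in the OE lines from 15.6 to 200. At5g19120 had an interaction of 2.42, with 501 and 298 in WT and 288 and 920 in the OE lines. At4g36180 had an interaction of 2.29, with 62.3 and 11.6 in WT and 32.7 and 30.1 in the OE lines. With values under 32 set to 32, which covers 4 arrays each of At4g22490 and At4g36180, their interactions were 5.91 (standard error 0.69) and 0.99, so the size of both is uncertain, while that of At5g19120 stayed at 2.42. The number of probe sets was 175 without OE 5d replicate 1 and 4159 without OE 5d replicate 2. It was 1 without OE 0d replicate 1 or 2 or WT 0d replicate 2, 3 without WT 0d replicate 1 or WT 5d replicate 1, and 2 without WT 5d replicate 2.

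The OE 5d arrays differed from each other by over 2-fold at 1294 probe sets, against 79 to 143 in the other pairs. Array scaling is argued against by their correlation across probe sets after quantile normalization, 0.978, when the lowest of the other pairs was 0.993, and a wrong label of replicate 1 by its highest mean correlation with another group, 0.975 with OE 0d, when WT 0d and OE 0d arrays, which are separate samples, had 0.989 to 0.991. Over 1284 probe sets higher and 1182 lower with drought, replicate 1 had median shares of 0.418 and 0.467 of the change on replicate 2, a difference of 0.0482, so a mixture of droughted and watered OE RNA, or plants less affected by drought, may account for it, and these were not told apart by a test. Replicate 2 and a WT 5d array cannot be told apart by the 14 probe sets at which OE 0d and replicate 1 lay at least 1.5 times above or below all 4 WT arrays, since on a scale from WT (0) to those OE arrays (1) its median position was 0.530 and those of the WT 5d arrays, each left out of the choice in turn, 0.454 and -0.0392 (24 and 16 probe sets), nor by the probe sets that set OE 0d apart, over which replicate 2 differed from WT 5d by 0.105 but replicate 1 by -0.721, so that they do not separate the genotypes. On the scale from WT (0) to OE (1), with each array left out of its own choice, the OE 0d arrays lay at 0.809 and 0.886. The WT 0d arrays lay at 0.402 and 0.207, and OE 5d replicate 1 at 0.357, below the 0.454 of WT 5d replicate 1. That scale thus does not separate an OE from a WT array at 5 d. A fit without replicate 1 cannot settle whether replicate 2 is a wrongly labelled WT 5d array. It leaves 1 OE 5d array, while the 100 simulations of unchanged groups held 2 arrays per group. The simulations also carry the spread within pairs, which may be that of hybridizations of 1 RNA, so a separate sample of WT 5d plants is not excluded.

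Fewer probe sets changed with drought in the OE lines than in WT. Part of this may come from the spread of the OE 5d pair and its replicate 1: at the study's threshold, with each genotype in turn left with 1 array at 5 d, the lower WT count was at most 1.41 times the OE count with replicate 2 alone, and 1.92 times (higher) and 3.15 times (lower) that with replicate 1 alone. At the adjusted threshold those fits gave the OE lines more, 2658 and 2989 with replicate 2 alone against 1975 and 1894 in WT without WT 5d replicate 2, but with replicate 2 and 1 WT 5d array in the same fit WT had more, at least 3581 and 3635 against 2804 and 3204, and 1.21 to 1.68 times as many at the study's threshold, which leaves the share of this explanation open. The slopes of the OE 5d arrays from OE 0d on the WT drought change, 0.311 and 0.696, both under 0.8, also go with a smaller response of the OE plants. These slopes share no array with that change, but they are the positions from WT 0d, 0.505 and 0.890, less that of OE 0d. Replicate 2 is under 0.8 only from OE 0d, so the slopes are not separate from the shift of OE 0d described next. A smaller response stays a hypothesis found and tested on the same data. Whether OE 0d already lay towards the drought state stays open by counts, since WT 5d differed from WT 0d at 1.46 times (lower) and 1.25 times (higher) as many probe sets as from OE 0d, while a shift of OE 0d over all probe sets of 0.158 of the WT drought change, after the share of the common WT 0d arrays, fits such a state.

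OE 0d vs WT 0d and WT 5d vs WT 0d changed together across probe sets, with a correlation of 0.519 where simulated unchanged groups had 0.500. The covariance was 0.118, against at most 0.0235 in 100 simulations. These carried the moderated spread of limma between arrays through the shared WT 0d arrays, so that this spread alone is argued against. With 1 WT 0d array given to each comparison, so that none is shared, the covariance was 0.0993 one way and 0.104 the other way. A change in the OE lines along the drought response may underlie the rest, as a hypothesis. A shift common to both WT 0d samples, which the pairs cannot show, was not tested and stays open.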

How the results depend on the processing

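The folds from arithmetic means were chosen after the data were seen, and the other alternatives before. Of the alternative values of the counts over all probe sets, of the overlaps and of the list tests, 203 stayed within 1.5 times the reported value and 112 did not. None of the values for the genes named in the paper turned its direction in OE 0d vs WT 0d: 167 kept their side of the adjusted threshold and 16 passed it where the reported fit did not, with the 4 arrays alone or without an OE 5d array. PRX52 has no value with the floor of 32, since it lies under it on all arrays of the comparison. The motif count in promoters was not run. Intensities under 32 made up 47.8% of the values, and their folds depend on the floor. The cause was not tested for the counts below unless stated.

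With the 4 arrays of a comparison alone, the adjusted threshold gave 98 higher and 81 lower in OE 0d vs WT 0d, 0 higher in OE 5d vs WT 5d (11 with all arrays; 3625 at an unadjusted p under 0.05 in limma), and 225 higher and 127 lower in OE 5d vs OE 0d. The test without moderation gave at the adjusted threshold 0 higher and 0 lower in OE 0d vs WT 0d, 0 higher in OE 5d vs WT 5d, 0 and 0 in OE 5d vs OE 0d and 17 and 27 in WT 5d vs WT 0d. With the study's threshold it gave 37 lower in OE 0d vs WT 0d, 44 higher and 13 lower in OE 5d vs WT 5d, and 430 and 273 in OE 5d vs OE 0d. Median centring and the trended robust eBayes each gave 1 lower in OE 5d vs WT 5d at the adjusted threshold, where the reported count was 0.

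Without the dimmer probe sets, the adjusted threshold gave 2 lower in OE 0d vs WT 0d, 7 higher in OE 5d vs WT 5d and 3 in the interaction, and the study's threshold 27 lower in OE 0d vs WT 0d and 78 lower in OE 5d vs WT 5d, with fewer probe sets tested. One probe set per gene, which also tests fewer, gave at the adjusted threshold 1 higher and 2 lower in OE 0d vs WT 0d, 4 higher in OE 5d vs WT 5d, 883 and 714 in OE 5d vs OE 0d, 1934 and 1845 in WT 5d vs WT 0d and 3 in the interaction. At the study's threshold it gave 43 and 33, 157 and 80, 448 and 256, and 851 and 985 for the 4 comparisons in this order.

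With values under 32 set to 32, the adjusted threshold gave 36 lower in OE 0d vs WT 0d, 4 higher and 23 lower in OE 5d vs WT 5d, 624 and 643 in OE 5d vs OE 0d, 2136 and 1778 in WT 5d vs WT 0d and 55 in the interaction. Arrays set to the same value have no spread between them, so probe sets with small changes can pass in this setting. Its larger counts are therefore not evidence of more or other changes. The study's threshold gave 61 and 25 in OE 0d vs WT 0d and 123 and 52 in OE 5d vs WT 5d. OE 0d vs WT 0d and WT 5d vs WT 0d then shared 30 higher and 18 lower, and 1 probe set was higher in all 4 comparisons.

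Each array left out in turn gave these lowest and highest counts, where a group of 1 array was assumed to vary like the others. At the adjusted threshold they were 0 to 83 higher and 0 to 59 lower in OE 0d vs WT 0d, 0 to 2319 and 0 to 2354 in OE 5d vs WT 5d, 203 to 2658 and 80 to 2989 in OE 5d vs OE 0d, 1975 to 4397 and 1794 to 4350 in WT 5d vs WT 0d, and 1 to 4159 in the interaction. Their values at the study's threshold were 95 to 128 and 67 to 120, 196 to 958 and 55 to 790, 810 to 1314 and 518 to 1202, and 1554 to 1823 and 1698 to 1950. In OE 5d vs WT 5d the highest counts at both thresholds came without OE 5d replicate 2, and in OE 5d vs OE 0d without OE 5d replicate 1. The adjusted counts of WT 5d vs WT 0d, whose own arrays stay in, were highest without OE 5d replicate 1 or 2, when the spread of that pair leaves the fit.

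The replicate block, with the replicate number as a term, gave 22 higher and 1 lower in OE 5d vs WT 5d at the adjusted threshold, and the other counts stayed within 1.5 times. Nothing in the sources says that a number pairs the samples, and the correlations across probe sets of the deviations of replicate 1 between groups were 0.0136 to 0.223.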

Differences from the paper's values

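The paper reports 5 genes that were upregulated in all 4 comparisons, and 3 probe sets passed the study's threshold in all 4 here. Of the alternatives set before the data were examined, the fold alone (4), the fit without WT 0d replicate 2 (4), without OE 5d replicate 1 (4) and without OE 5d replicate 2 (5) lay within 1.5 times the paper's value. The fit of the arrays compared alone (3), the replicate block (3), quantile normalization (3), median centring (3), the fit without the dimmer probe sets (3), 1 probe set per gene (1), the trended robust eBayes (3), the test without moderation (0), values under 32 set to 32 (1) and the fits without WT 0d replicate 1 (2), WT 5d replicate 1 or 2 (3) and OE 0d replicate 1 or 2 (2) did not. The ratio of arithmetic means without a p-value, which was chosen after seeing the values, gave 5.

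Among the genes that the paper lists as upregulated in all 4 comparisons, COR15A and At4g30660 passed the study's threshold in 3 of the 4 and LTI30 in 1, and each was higher in all 4. Folds here are ratios on the log scale, while those of Table S3 are ratios of arithmetic means. COR15A and At4g30660 missed WT 5d vs WT 0d, with folds here of 1.91 and 1.89 (unadjusted p in limma 0.0294 and 0.0589). The mean intensities of COR15A in this comparison were 163 and 81.6. COR414-TM1 and SWEET4 passed in all 4. The paper counts THI2.1 among the marker genes with significant changes in the OE lines, and here its unadjusted p in OE 0d vs WT 0d was 0.184, with a higher mean in OE 0d, as for the other 7 genes of Table 2 named here. LTI30 is listed in Table 2 as upregulated in the OE lines, and its unadjusted p was 0.122, with a fold of 2.00 against 2.01 in the paper.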

Other observations

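No test of an explanation is reported here, and the contrasts between WT 5d and OE 0d and between OE 5d and WT 0d were added after the result was seen.

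Some genes of the lists for growth and leaf surface passed the test with drought. None of these lists stood apart from the other genes, which lists with so few named genes could hardly do. XTH16, a cell wall remodelling enzyme gene, fell by 2.99 on the log2 scale in WT (adjusted p = 0.000642) and by 1.53 in the OE lines (adjusted p = 0.0113), while the expansin gene EXPA8 rose by 0.95 (adjusted p = 0.00751) and 0.73 (adjusted p = 0.0442), and the other 2 named genes of this list of 19 passed in neither. SPCH, which starts the stomatal lineage, fell by 1.59 in WT (adjusted p = 0.00346), with -0.89 in the OE lines (adjusted p = 0.0669). GC1 of guard cells fell by 1.14 (adjusted p = 0.0226) and 1.52 (adjusted p = 0.0159), so that 2 of 3 named guard cell lineage genes fell in WT and 1 in the OE lines (2 and 2 were lower over the list alone). The wax ester synthase gene WSD1, 1 named of 16 for wax and cutin, fell in WT (-1.87, adjusted p = 0.00229), with -0.70 in the OE lines (adjusted p = 0.151; 1 lower over the list alone), and so did DFR, 1 of 3 named for anthocyanin and flavonoid synthesis (-2.74, adjusted p = 0.0315; 2 lower over the list alone). PYK10, a beta-glucosidase gene of root endoplasmic reticulum bodies and 1 of 2 named root genes, fell by 3.45 in WT (adjusted p = 0.000650) and 1.43 in the OE lines (adjusted p = 0.0239). In limma the differences between the responses were 0.71 for SPCH (adjusted p = 0.427), -0.38 for GC1 (adjusted p = 0.718), 1.16 for WSD1 (adjusted p = 0.263) and 1.26 for DFR (adjusted p = 0.636).

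Some regulators rose with drought in WT: GI of the circadian clock by 1.18 (adjusted p = 0.0336), SAG101 of salicylic acid defence by 1.41 (adjusted p = 0.0111) and TRY of the trichome by 0.89 (adjusted p = 0.0124), each the 1 named gene of its list. None of these passed in the OE lines over all probe sets, and GI was higher over its list alone (0.89). The differences between the responses were -0.29 for GI (adjusted p = 0.825), -0.84 for SAG101 (adjusted p = 0.420) and -1.16 for TRY (adjusted p = 0.175). The 5 named photosynthesis genes and the single named genes for glucosinolate synthesis and the shoot meristem passed in no comparison. No gene was named in the lists for ABA and drought response, ABA biosynthesis, heat shock, flower and vasculature, which were not analysed here.

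At the study's threshold, 1342 probe sets were higher and 1265 lower in WT 5d than in OE 0d, and 1196 were higher and 1163 lower in OE 5d than in WT 0d. The differences between genotypes at 0 d and at 5 d, which share no array, had a correlation of -0.19 across probe sets, which are not independent replicates.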
